# Genome-scale chromatin binding dynamics of RNA Polymerase II general transcription machinery components

**DOI:** 10.1038/s44318-024-00089-2

**Published:** 2024-04-02

**Authors:** Kristyna Kupkova, Savera J Shetty, Elizabeth A Hoffman, Stefan Bekiranov, David T Auble

**Keywords:** Competition ChIP, Kinetics, Preinitiation Complex, Synthesis Rates, Chromatin, Transcription & Genomics, RNA Biology

## Abstract

A great deal of work has revealed, in structural detail, the components of the preinitiation complex (PIC) machinery required for initiation of mRNA gene transcription by RNA polymerase II (Pol II). However, less-well understood are the in vivo PIC assembly pathways and their kinetics, an understanding of which is vital for determining how rates of in vivo RNA synthesis are established. We used competition ChIP in budding yeast to obtain genome-scale estimates of the residence times for five general transcription factors (GTFs): TBP, TFIIA, TFIIB, TFIIE and TFIIF. While many GTF-chromatin interactions were short-lived ( < 1 min), there were numerous interactions with residence times in the range of several minutes. Sets of genes with a shared function also shared similar patterns of GTF kinetic behavior. TFIIE, a GTF that enters the PIC late in the assembly process, had residence times correlated with RNA synthesis rates. The datasets and results reported here provide kinetic information for most of the Pol II-driven genes in this organism, offering a rich resource for exploring the mechanistic relationships between PIC assembly, gene regulation, and transcription.

## Synopsis

The RNA polymerase II transcription machinery is understood in structural detail, but much less is known about its assembly dynamics on promoter DNA in vivo. Measurements of genome-scale chromatin residence times of five key general transcription factors now allows exploration of mechanistic relationships between transcription complex assembly dynamics and RNA production.

- Competition-chromatin immunoprecipitation measures the genome-scale chromatin residence times of the general transcription factors TBP, TFIIA, TFIIB, TFIIE, and TFIIF in budding yeast.
- Many interactions were short-lived (<1 min), but interaction residence times in the several minutes range were also found for each factor.
- Genes with shared biological functions have promoters with shared chromatin-binding kinetic behavior.
- TFIIE, which binds late in the assembly process, had residence times that correlate with rates of RNA synthesis.

## Abstract (web summary)

Competition-ChIP experiments with TBP, TFIIA, TFIIB, TFIIE and TFIIF reveal the genome-wide chromatin binding dynamics of these general transcription factors in *S. cerevisiae*.

## Introduction

Transcription is a highly complex biochemical process whose exquisite regulation is of fundamental importance in determining cell function and fate. A tremendous amount of information is available on the structure, biochemical functions, and relationships of various transcription factors (TFs), cofactors, and subunits of the general transcription machinery (He et al, 2016; Plaschka et al, 2016; Sainsbury et al, 2015; Hahn and Young, 2011; Hahn, 2004). This includes structures of the transcription preinitiation complex (PIC), which assembles at promoters and consists of the general transcription factors (GTFs) TFIIA, TFIIB, TFIID, TFIIE, TFIIF, and TFIIH, as well as RNA polymerase II (Pol II) (Patel et al, 2018; Plaschka et al, 2016; He et al, 2016; Ehara et al, 2017; Sainsbury et al, 2015; Hahn and Buratowski, 2016; Nogales et al, 2017). As these factors participate in all Pol II-mediated transcription in yeast, we use the term “PIC” in this paper to refer to complexes that catalyze the initiation of transcription, including during the first round of synthesis upon promoter activation as well as reinitiation or ongoing initiation at unregulated promoters. In addition, genome-wide analyses have provided global snapshots of many factors along the eukaryotic DNA template (Venters et al, 2011; Harbison et al, 2004; Yen et al, 2012; Rossi et al, 2021). These combined studies have led to a conceptual framework in which PICs are assembled stepwise at promoters. This process begins with nucleation by TFIID, a multisubunit complex that contains the DNA-binding subunit TATA-binding protein (TBP) (Patel et al, 2020; Louder et al, 2016), and can be further facilitated by the binding of TFs and coactivators that physically contact GTFs (Chen & Pugh, 2021). In vitro, following the binding of TBP/TFIID to a TATA-containing promoter, TFIIA and TFIIB can then associate with the complex, followed by Pol II in association with TFIIF, and then TFIIE (Farnung and Vos, 2022). This multisubunit complex provides the substrate for the recruitment of TFIIH (Tsutakawa et al, 2020), whose activities are required in vivo but may be dispensable in vitro using naked DNA substrates (Rimel and Taatjes, 2018). A key factor contributing to PIC assembly in vivo is the Mediator, which physically contacts multiple GTFs and modulates the activities of TFIIH (Rimel and Taatjes, 2018; Schilbach et al, 2017; Malik et al, 2017). Live-cell imaging has documented the dynamic behavior of these factors and is generally consistent with such an assembly pathway, albeit occurring via highly dynamic and short-lived complexes (Nguyen et al, 2021). Importantly, the understanding of PIC assembly has emerged mainly from studies that have focused on the analysis of stable complexes formed in vitro or identified in vivo, lacking information about the locus-specific dynamics of the process. Furthermore, some evidence suggests that the canonical in vitro assembly pathway may not apply to PICs at all promoters in vivo (Guglielmi et al, 2013; Luse, 2014; Sikorski and Buratowski, 2009; Baek et al, 2021; Nguyen et al, 2021). In addition to unexplored assembly pathway complexity, it has become apparent that in vivo transcription is a highly dynamic and stochastic process, with RNA synthesis often occurring from individual genes in bursts, and with variability occurring among genetically identical cells (Sanchez and Golding, 2013; Raser and O’Shea, 2004). Most models of RNA expression based on these types of observations do not posit particular features of protein–DNA complex behavior as the explanation, and relatively few genes have been analyzed in depth (Boeger et al, 2008; Brown and Boeger, 2014; Lenstra et al, 2016; Boettiger et al, 2011; Ravarani et al, 2016). Indeed, live cell imaging approaches have revealed that while TFs, in general, display very dynamic interactions with chromatin, the functional consequences of their interaction kinetics are only beginning to be explored on a mechanistic level (Hager et al, 2009; Voss and Hager, 2014; Nguyen et al, 2021).

The premise of this study is that PIC assembly dynamics are variable across the genome and that the identification of kinetic pathways in PIC assembly will shed light on mechanisms of regulation that operate at the level of transcription initiation. To better understand PIC assembly in vivo, we have used an approach called competition-chromatin immunoprecipitation (competition ChIP, ref. (Lickwar et al, 2013)) to measure the site-specific, genome-scale chromatin binding dynamics of five GTFs (TBP, TFIIA, TFIIB, TFIIE, and TFIIF) in the budding yeast *S. cerevisiae*. In addition, we compared promoter binding dynamics of these factors with RNA synthesis rates to determine how chromatin binding of key PIC components relates to the production of RNA. To our knowledge, this represents the first comprehensive analysis of PIC dynamics, provides a global picture of PIC assembly, and highlights promoter-specific variation.

## Results

Competition ChIP (CC) is an approach in which cells harbor two isoforms of a transcription factor of interest with distinguishable epitope tags (Fig. 1A). We engineered diploid yeast cells to constitutively express one isoform with a Myc tag under control of the endogenous promoter and with the second isoform tagged with HA and under inducible *GAL* promoter control. In the CC experiments, cells were shifted to galactose at time zero to induce expression of the HA-tagged competitor isoform, followed by cell culture sample collection at various time points (Fig. 1B). We then measured the relative occupancies of the Myc- and HA-tagged species genome-wide at each time point (Fig. 1C) and used the relative occupancies as input to a model that describes the competition for chromatin binding to each site, yielding the site-specific residence time (Fig. 1D). The principle of the assay is outlined in Fig. 1E,F, which illustrate how the occupancy ratios of the two isoforms of a particular factor would change if the factor has a short or long residence time at a particular site. Notably, TFIIA, TFIIE, and TFIIF are biochemically composed of more than one subunit, and thus, for these factors, we epitope-tagged one subunit and placed one copy of each subunit under *GAL* control in order to induce balanced expression when cells were grown in galactose (see Materials and Methods).

**Figure 1:**
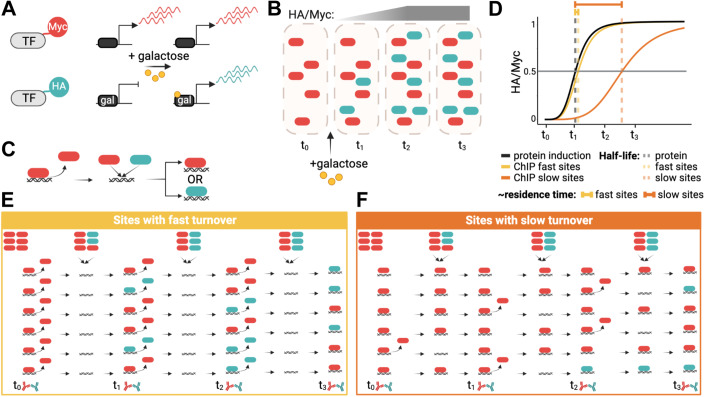
Competition ChIP overview. (**A**) A Myc-tagged isoform of a TF is expressed constitutively using the endogenous promoter, while an HA-isoform is expressed under the control of a galactose-inducible promoter. (**B**) Illustration showing protein induction upon adding galactose. The HA/Myc ratio increases over time until it reaches saturation. (**C**) Once a given TF unbinds DNA, the two isoforms compete for binding to the available site. (**D**–**F**) **D** shows a simplified illustration of residence time estimation based on the lag of the normalized HA/Myc ChIP signal ratio relative to the competitor protein induction curve, as further illustrated in (**E**) for sites with fast turnover and (**F**) for sites with slow turnover. In (**E**,**F**), the icons in the top row indicate relative levels of constitutive (red) and competitor (green) isoforms.

For each factor, we first measured the levels of both isoforms by Western blotting (Figs. 2A–C and EV1; Appendix Table S1). The time-dependent accumulation of competitor isoforms displayed cooperative induction consistent with a Hill equation (Estrada et al, 2016) with induction half-times of ~43 min and Hill coefficients of ~4.5 on average (Fig. 2B,C). We estimated residence times by fitting the normalized time-dependent turnover ratios to a turnover model (Zaidi et al, 2017a) (see Materials and Methods), and compared the fits to the HA-tagged competitor’s synthesis rate. In this way, we were able to assign residence times for binding interactions with significantly longer (>1 min) rates of turnover compared to the rate of competitor synthesis, and for reliable fits that were not significantly different from the rate of competitor induction, we were able to classify the chromatin binding residence times as <1 min (see Materials and Methods). Overall, we were able to estimate residence times for each GTF binding to ~3000 or more promoters (Fig. 2D; Dataset EV1). This represents roughly half of the Pol II promoters in the *S. cerevisiae* genome. Representative fits are shown in Fig. 2E; Appendix Fig. S1. Note that the HA/Myc ratios at sites with rapid turnover closely mimic the time course of competitor induction, whereas more long-lived complexes have turnover ratios that are notably displaced to the right of the competitor induction curves. The distributions of turnover times are shown in Fig. 2F. We identified different numbers of sites for each TF for which we were able to assign residence times; this is indicative of differences in the number of sites for which we were able to obtain reliable fits of the kinetic data, as well as likely differences in the efficiency of formaldehyde capture of short-lived complexes. It is notable that the majority of TBP, TFIIA, TFIIB, and TFIIF chromatin interactions were short-lived (i.e., <1–2 min), whereas the majority of TFIIE complexes displayed residence times in the several-minute range. It was also notable that TFIIF residence times were bimodal, with most estimates being short-lived (~2 min or less) and the rest in the 5–10 min range (Fig. 2F; discussed below).

**Figure 2:**
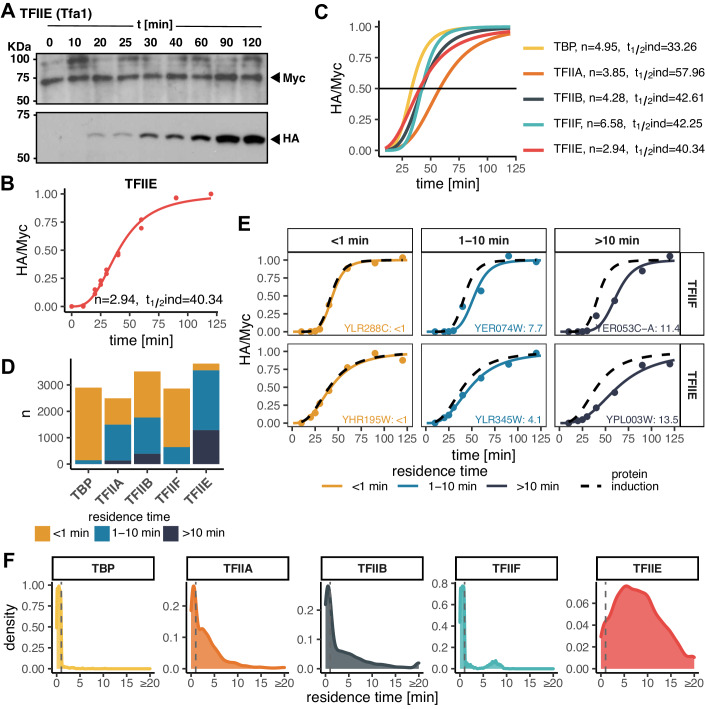
GTF residence times. (**A**) TFIIE Western blots showing the isoform levels of the TFIIE subunit over the indicated time course. Galactose was added at *t* = 0 min. (**B**) Quantified Western blots from (**A**). Shown are normalized HA/Myc ratios (*n* = 2 biological replicates). The induction curve was fitted with a Hill coefficient (n) and induction half-time (t_1/2_ind) as indicated. (**C**) Induction curves as in (**B**) for all targeted TFs with fit parameters indicated on the right. TFIIA (Toa1 subunit), TFIIE (Tfa1 subunit), and TFIIF (Tfg2 subunit). (**D**) Bar plot showing the number of sites (y-axis) categorized based on estimated residence time for each TF (x-axis). (**E**) Examples of sites with fast (<1 min), moderate (1–10 min) and slow (>10 min) turnover for TFIIF and TFIIE. Black dashed curves represent protein induction curves from (**C**), in color are shown the normalized HA/Myc ChIP signals (mapped reads) along with the fitted model. Gene target names, along with the estimated residence times in minutes, are included. (**F**) Distribution of estimated residence times for all GTFs. Values for reliably fast sites (<1 min) were randomly generated for plotting purposes and are separated by dashed lines. Density on the y-axis denotes the kernel density estimates used to approximate the frequency of a given residence time. Source data are available online for this figure.

**Figure EV1:**
Protein induction. (**A**–**D**) Western blots of (**A**) TBP, (**B**) TFIIA (Toa1), (**C**) TFIIB, and (**D**) TFIIF (Tfg1) over the indicated time course. Myc tag indicates proteins made from genes expressed under the control of their endogenous promoters, and the HA tag measures the level of the competitor expressed under galactose control. (**E**) Normalized HA/Myc ratios quantified from Western blots (*n* = 2 biological replicates) with Hill fits. Hill fit parameters are shown in the bottom right corner of each panel, n Hill coefficients, t_1/2_ind half-time of HA-tagged protein induction. Source data are available online for this figure.

To determine the relationship between GTF promoter residence time and the rate of RNA synthesis from the corresponding genes, we measured newly synthesized RNA under these same conditions (Fig. EV2A; Dataset EV2). Replicate samples (*n* = 2) were acquired at 20 and 60 min post galactose-induction. 

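Nascent RNA was labeled with 4-thiouracil (4sU), a uracil analog that cells build into new RNA, for the last 6 min of culture at 20 and 60 min in galactose. RNA from each culture was separated into a labeled fraction, bound by a pull-down of the thiol group, and an unlabeled fraction, and total RNA was kept as well. Each fraction was also prepared from cells without 4sU, as a negative control of the pull-down. This gave 12 conditions with 2 replicates each, or 24 libraries. Labeled S. pombe cells were mixed with the S. cerevisiae cells before RNA was isolated. Reads mapped to S. pombe thus give a scale shared by the libraries of a fraction. The pull-down also enriches labeled S. pombe RNA, so this scale does not compare amounts between fractions. With 4sU, the mean normalized total was 12.3 M counts in labeled RNA and 3.90 M in total RNA, which contains it. The authors mapped the paired-end reads, counted them on 7127 genes with the strand taken into account and with multi-mapping reads included, and deposited the raw counts and the counts divided by the number of S. pombe reads over 2000000. Genes with near-identical copies may therefore share reads. With 4sU, the raw counts per library ran from 6600472 to 38373886 in labeled RNA (median 9120319), from 4781419 to 25744071 in total RNA (median 5703880.5), and from 2910909 to 5613817 in unlabeled RNA (median 4367884.5). Without 4sU they ran from 1073888 to 4751222 in labeled RNA (median 1408249.5), from 4380685 to 5725714 in total RNA (median 4851636), and from 3518958 to 10320711 in unlabeled RNA (median 5308050). Genes with a count of 0 in more than 50% of the libraries were left out, which kept 6069 genes. Counts were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with library sizes set to the S. pombe totals. With 2 replicates per condition, the spread of each gene was estimated across the libraries of a fit.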

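The replicates of each condition were compared across the 6069 genes on the log2(S. pombe-normalized count + 1) scale. Pearson's r between replicates was from 0.959 to 0.988 in every condition except labeled RNA without 4sU at 20 min, where it was 0.854. Genes are not independent replicates, so these correlations describe the libraries. No pair of replicates differed by as little as the sampling noise of counts. In a principal component analysis of the 12 libraries with 4sU, on regularized log values with S. pombe size factors, PC1 held 94.6% of the variance and PC2 held 1.96%. PC1 ordered the fractions, with labeled RNA from -193 to -137, total RNA from 8.21 to 31.5 and unlabeled RNA from 108 to 174. The times overlapped on PC1 in labeled and total RNA, while in unlabeled RNA both libraries at 60 min lay beyond those at 20 min, which reached 142. With DESeq2's own size factors in place of the S. pombe factors, which moved the values most, PC1 held 63.8% and PC2 held 15.4%. The share on PC1 thus depended on the scale set between fractions. Synthesis rates estimated separately at 20 and 60 min had a Pearson's r of 0.940 and a Spearman's rho of 0.954 across 4287 genes. Their level differed, with a median of 0.104 mRNA per cell per min at 20 min and 0.226 at 60 min, and a median log2 ratio of 60 to 20 min of 1.11. This difference depended on the calibration of the labeled ratio, and with total least squares the medians were 0.322 and 0.380 and the median log2 ratio was 0.29.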

There was excellent agreement between the replicates and between the two time points (Figs. 3A and EV2B–D). 

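Synthesis rates were estimated by a re-implementation of the DTA calculation from the S. pombe-normalized counts with 4sU. L, U and T were the means of labeled, unlabeled and total RNA over both times and both replicates. The ratio of labeled to total RNA was calibrated by a least squares fit over genes, T was scaled to 60000 mRNAs per cell, and the rate followed from the share labeled in 6 min. The bias correction for uridine content was not applied. The calculation covered the 4846 genes with a count above 0 in all 12 libraries. The fit, over those of them with a mean normalized total count of at least 10, gave a factor of 0.0435 for L and 1.12 for U. Of the 4846 genes, 4476 had a rate, and 370 had a calibrated labeled RNA level at or above total RNA and so none. The median rate was 0.156 mRNA per cell per min. It was 0.167 in replicate 1 alone and 0.164 in replicate 2 alone, over 4311 genes with a rate in both, where Pearson's r was 0.973. Scaling the total RNA of nuclear open reading frames alone to 60000, an alternative chosen after seeing the data, moved the median most, to 0.388. The paper's reported rates in Dataset EV2 cover 3221 genes, of which the copy used here holds 1994. Over these genes Spearman's rho between both sets of rates was 0.957, and the median was 0.156 here against the paper's reported 0.169. The comparison does not cover genes with the highest ratios of labeled to total RNA. Of the 4846 genes, 1054 (21.7%) had a ratio above 14.3, the highest among the genes of the copy. The 370 genes without a rate are among them.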

Dynamic transcriptome analysis (DTA, ref. (Miller et al, 2011)) was applied to estimate RNA synthesis rates (Fig. EV2E), which were in reasonable concordance with earlier data from cells grown in galactose (Fig. EV2F, ref. (García-Martínez et al, 2004)). 

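Residence times are the paper's, from a copy of Dataset EV1 that holds 1995 of its 5021 genes, so comparisons with them cover a part of the genes. Residence times listed as under 1 min were set to 0.5 min. In this copy 92.0% of TBP, 52.7% of TFIIA, 47.2% of TFIIB, 72.0% of TFIIF and 2.77% of TFIIE residence times were under 1 min. Quartiles of the synthesis rate were taken over all 4476 genes with a rate, with quartile 1 the lowest, up to 0.0752 mRNA per cell per min, and quartile 4 from 0.320 on. These genes include some with a ratio of labeled to total RNA above that of any gene in the copy of Dataset EV2.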

We divided the mRNA synthesis rates into quartiles and compared them to GTF residence times (Fig. 3B,C). 

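The mean TFIIA residence time was 2.64 min in quartile 1 of the synthesis rate (157 genes), 2.61 min in quartile 2, 2.51 min in quartile 3 and 1.97 min in quartile 4 (402 genes). The share of TFIIA sites under 1 min was 46.5% in quartile 1 and 64.4% in quartile 4. With rates from replicate 2 alone, the TFIIA means in quartiles 1 and 4 were 2.60 and 1.95 min, and with replicate 1 alone 2.49 and 1.97 min. In neither replicate alone did the mean fall from quartile 1 to quartile 2, where it was 2.70 min in replicate 2 and 2.71 min in replicate 1. The mean TFIIB residence time was 4.64 min in quartile 1 (177 genes), 3.57 min in quartile 2, 4.17 min in quartile 3 and 3.75 min in quartile 4 (503 genes), so it was lower in quartile 4 than in quartile 1 but did not fall steadily. No test was run between quartiles, and the correlation over all genes was tested instead.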

Residence times for TFIIA and TFIIB were, on average, modestly shorter for highly expressed genes compared to genes with lower expression levels, which may suggest a kinetic bottleneck in PIC assembly for poorly expressed genes that occurs after the binding of these two factors (see Discussion). Strikingly, the average TFIIE residence time increased with gene expression level across these four groups of genes (Fig. 3C), suggesting that the TFIIE residence time is an indicator of gene expression level. 

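The mean TFIIE residence time was 8.58 min in quartile 1 of the synthesis rate (178 genes), 8.39 min in quartile 2 (262 genes), 8.88 min in quartile 3 (356 genes) and 11.3 min in quartile 4 (460 genes). The medians were 7.84, 7.97, 8.48 and 11.1 min. Most of the rise lay between quartiles 3 and 4. The step from quartile 1 to 2 depended on the replicate, with means of 8.52 and 8.55 min in replicate 1 alone and 8.78 and 8.15 min in replicate 2 alone.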

To relate residence time to RNA synthesis more directly, we calculated the ratio of mRNA molecules made per GTF binding event, which we previously defined as transcription efficiency (TE, ref. (Zaidi et al, 2017a)). 

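Transcription efficiency (TE) was computed per gene as the synthesis rate times the paper's residence time. The median TE was 0.131 mRNA per binding event for TBP (1432 genes), 0.288 for TFIIA (1076 genes), 0.356 for TFIIB (1316 genes) and 0.175 for TFIIF (1127 genes). The legend of Fig. 3 gives 1572, 1382, 1975 and 1560 genes for these factors in the full dataset. The rates scale all of these values together, and leaving out sites under 1 min moved the medians most, to 0.447 for TBP, 0.737 for TFIIA, 1.27 for TFIIB and 2.05 for TFIIF. The means were 0.265 for TBP, 0.818 for TFIIA, 1.51 for TFIIB and 1.18 for TFIIF.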

TE was, on average, <1 mRNA synthesized per binding event for TBP, TFIIA, TFIIB, and TFIIF (Fig. 3D), suggesting that binding events by these factors do not efficiently give rise to the synthesis of mRNA. In addition, the TE values increased gradually and progressively for these factors, with TBP having the lowest TEs and TFIIE the highest, in line with the in vitro assembly pathway in which TBP binds to promoters first, followed by TFIIA and TFIIB, which provide a platform for binding of TFIIF in association with Pol II (Farnung and Vos, 2022). 

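By median TE the factors ranked TBP lowest, then TFIIF, TFIIA, TFIIB and TFIIE highest, and by mean TE TBP, TFIIA, TFIIF, TFIIB and TFIIE. The order of the medians was the same with replicate 1 alone, replicate 2 alone, 20 min alone and 60 min alone. These settings change only the rates and reuse the same residence times, so they test the order little. The paper's competition ChIP had no replicate at a time point. Setting sites under 1 min aside changed it, with TFIIF above TFIIA, TFIIB and TFIIE.

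**Figure D1:**
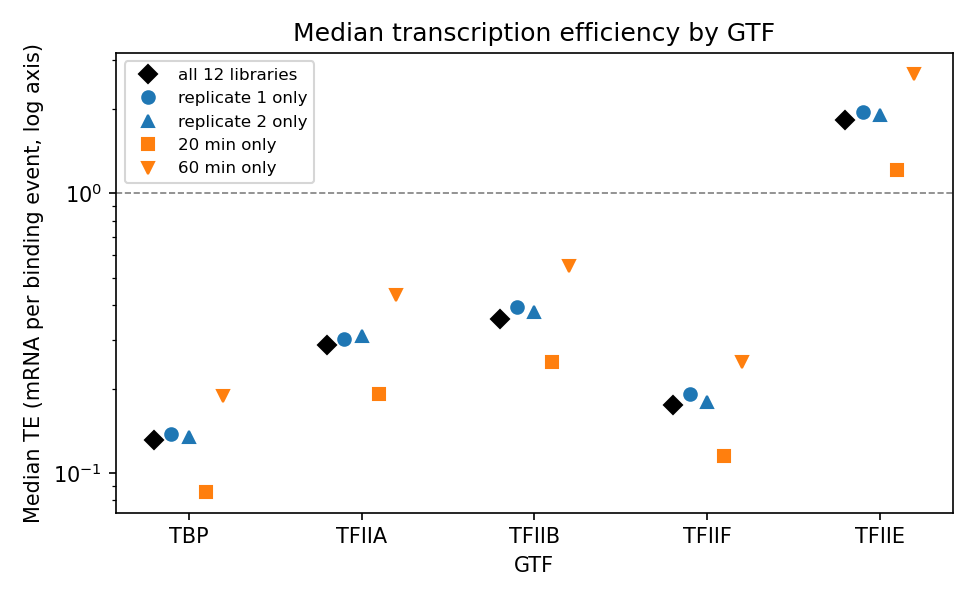
Median TE of each GTF in mRNA per binding event, on a log axis, from all 12 libraries with 4sU and from each replicate and each time alone. The dashed line marks 1 mRNA per binding event. TFIIE lies above it in each of these settings and the other factors below it. The residence times are the same in all settings.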

Notably, the median TE for TFIIE was close to one, suggesting that the binding of TFIIE to promoters was associated with the production of one mRNA molecule on average. 

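The median TE for TFIIE was 1.83 mRNA per binding event over 1256 genes, with a mean of 4.61. The paper's reported n is 2163 genes. It was 1.96 with replicate 1 alone and 1.91 with replicate 2 alone, and 1.21 with the libraries at 20 min alone and 2.68 at 60 min alone. The value depends on the scaling of total RNA to mRNAs per cell, and scaling only nuclear open reading frames, chosen after seeing the data, gave 4.56. From the median TE near 1 for TFIIE and lower values for the other factors, the paper proposes that PIC assembly becomes more efficient from TBP to TFIIE, and that TFIIE binding goes with the synthesis of about 1 mRNA.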

The results suggest that PIC formation is an increasingly efficient process along a pathway from TBP to TFIIE, and that the assembly of a TFIIE-containing PIC is associated with the production of a single molecule of mRNA. Using all of the GTF residence time data for Principal Component Analysis (PCA) revealed a correlation between GTF binding dynamics and RNA synthesis along the first principal component, PC1 (Fig. 3E; Appendix Fig. S2, where sites with <1 min residence times, which were randomly generated between 0–1 min, were excluded). This correlation can be appreciated quantitatively via the proportion of variance explained and visually by the distribution of color across the plot. To investigate the nature of this relationship in more detail, Pearson’s correlation coefficients were computed between each GTF and PC1/PC2 (Fig. 3F) and between transcription rates and PC1/PC2 (Fig. 3G). The results show that the overall pattern was driven mainly by the positive correlations between TFIIE/TFIIF and RNA synthesis rate (Fig. 3F,G). This conclusion was further supported by linear modeling of the GTF residence time contributions to transcription rates (Fig. EV3A,B).

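In a linear model of the synthesis rate on the residence time of a single factor, the slope in mRNA per cell per min for each min of residence was 0.0354 for TFIIE (1256 genes), 0.0263 for TFIIF, -0.0035 for TFIIB, -0.017 for TFIIA and -0.014 for TBP. In a model with all 5 factors over the 638 genes with each residence time, the slopes were 0.0395 for TFIIE, 0.0107 for TFIIF, -0.0052 for TFIIB, -0.0099 for TFIIA and 0.0513 for TBP. The TBP slope thus had opposite signs in the models, with either replicate alone as well. The models cover different genes, 1432 and 638 for TBP, and the single-factor model was not run on the 638. Both replicates use the same residence times, and 92.0% of those of TBP in the copy are under 1 min. No standard error was computed, so these values do not settle the sign or tie its change to the model.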

**Figure 3:**
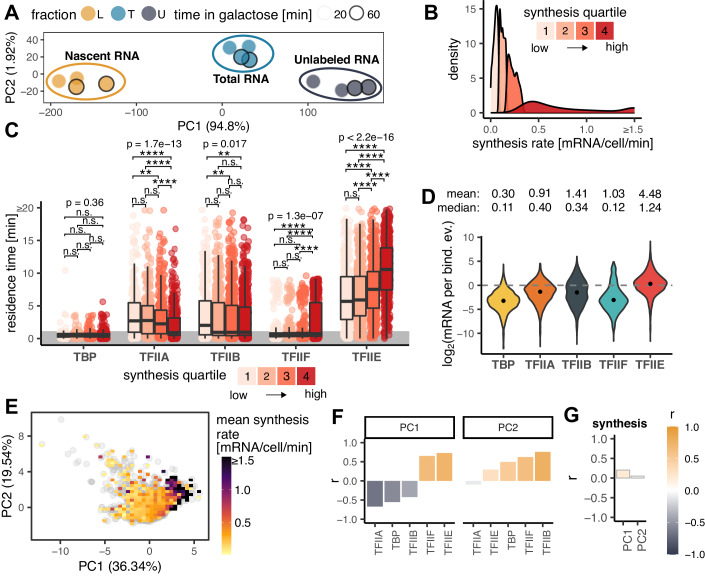
Relationship between residence GTF residence times and synthesis rates. (**A**) PCA plot showing a low-dimensional representation of dynamic transcriptome analysis (DTA) samples without negative control. (**B**) Distribution of mRNA synthesis rate values measured by DTA separated into synthesis quartiles. (**C**) Box plots showing residence time distributions (y-axis) for all GTFs (x-axis) within the indicated synthesis quartile. Values for reliably fast sites (<1 min) were randomly generated for plotting purposes and are highlighted by the gray area. The middle line represents the median, the lower and upper edges of the boxes represent the first and third quartiles, and the whiskers represent the 1.5 * interquartile range. *P* values represent the results of Kruskal–Wallis tests for a given GTF. *P* value symbols (Wilcoxon test): n.s. *p* ≥ 0.05, *p ≤ 0.05, **p ≤ 0.01, ***p < 0.001, ****p ≤ 0.0001. Number of observations (*n*): TBP- Q1: 216, Q2: 324, Q3: 427, Q4: 605; TFIIA- Q1: 239, Q2: 320, Q3: 397, Q4: 426; TFIIB Q1: 302, Q2: 486, Q3: 581, Q4: 606; TFIIF- Q1: 253, Q2: 358, Q3: 432, Q4: 517; TFIIE- Q1: 416, Q2: 584, Q3: 610, Q4: 553. (**D**) Violin plots showing the distributions of log_2_ transformed transcription efficiency (TE, y-axis) for each GTF (x-axis). TE indicates the number of mRNA molecules synthesized during one binding event. The points show the medians of the log_2_ transformed TE values. Mean and median TE values are shown above the plots. Number of observations (*n*): TBP = 1572, TFIIA = 1382, TFIIB = 1975, TFIIF = 1560, TFIIE = 2163. (**E**) PCA plot showing a low-dimensional representation of gene targets based on GTF residence times. Each gray point is a gene, color map shows the mean synthesis rate of genes under a given area. The percentage within the axis labels indicates the percentage of variance explained by a given PC. (**F**) Pearson’s correlation coefficients (y-axis) between the indicated PCs (panel title) and GTF (x-axis) residence times. (**G**) Pearson’s correlation coefficients (y-axis) between PCs (x-axis) and synthesis rates. Source data are available online for this figure.

**Figure EV2:**
Synthesis rate estimation with dynamic transcriptome analysis (DTA). (**A**) Schematic overview of the DTA method as adapted in this study. (**B**) Principal component analysis (PCA) plot showing the first two principal components (PCs) calculated from normalized read coverage signal from all samples generated in this study. Highlighted are clusters of samples representing nascent RNA (L fraction after 4-sU addition), total RNA (T fraction after 4-sU addition as well as from negative control, along with U fraction from negative control), and unlabeled RNA (U fraction after 4-sU addition). Percentages within the axis labels indicate the percentage of variance explained by a given PC. (**C**) MA plot showing differentially expressed genes between samples grown for 60 vs. 20 min in galactose. Each point represents a gene, the x-axis indicates the size of a given gene in terms of the mean number of reads after normalization mapped to the gene, and the y-axis shows log_2_ of fold change between the two conditions. Highlighted are significantly misregulated genes, blue: upregulated at 60 min, red: downregulated at 60 min compared to the 20-min time point, significance threshold: FDR-corrected *p* value (*p*adj) <0.05. (**D**) Comparison of synthesis rates (in mRNA per cell per minute) estimated from samples grown for 20 min in galactose (x-axis) vs. 60 min in galactose (y-axis). Pearson’s correlation coefficient can be found above the plot. (**E**) Histogram showing the distribution of synthesis rates (in mRNA per cell per minute) estimated jointly from samples grown for 20 and 60 min in galactose. Synthesis rates higher than 1.5 were combined into one bar to eliminate long tails. (**F**) Comparison of synthesis rates generated in this study (x-axis) to those generated by García-Martínez et al, 2004 (García-Martínez et al, 2004). Spearman’s correlation coefficient is mentioned above in the plot. The plot is color-coded based on point density in each area. Symbol ≥ on the axis indicates that values higher than an indicated value were shrunk for plotting purposes to eliminate outliers.

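The S. pombe-normalized total of the labeled fraction was 12.3 ± 2.72 M counts (SD, n = 4) with 4sU. Without 4sU it was 0.269 M at 20 min in replicate 2, 0.329 M at 60 min in replicate 1 and 0.223 M at 60 min in replicate 2, but 3.26 M at 20 min in replicate 1. In the test of labeled RNA with against without 4sU, with time in galactose as a covariate, 5998 of the 6069 genes were higher with 4sU at an adjusted p under 0.05 and 0 were lower, and 5999 had an unadjusted p under 0.05. TMM scaling, which removes a change shared by most genes, moved this most and gave 283 genes, 86 higher and 197 lower. YNL134C had 36412 ± 7404 normalized counts with 4sU and 26.8 ± 17.8 without (SD, n = 4 each), a log2 fold change of 10.49 (standard error 0.71, adjusted p = 1.96e-06 from edgeR's quasi-likelihood test). YHR179W had 67222 ± 14396 and 49.0 ± 23.9 normalized counts, a log2 fold change of 10.43 (standard error 0.71, adjusted p = 1.96e-06 from the same test). The files do not pair these identifiers with gene names. In a principal component analysis of all 24 libraries, PC1 held 88.6% of the variance and PC2 held 3.98%. On PC1, labeled RNA with 4sU lay from -214 to -158, total RNA with and without 4sU and unlabeled RNA without 4sU from -25.7 to 23.8, and unlabeled RNA with 4sU from 69.3 to 127. Labeled RNA without 4sU lay at 106 to 112, apart from the library at 20 min in replicate 1 at 39.3.

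**Figure D2:**
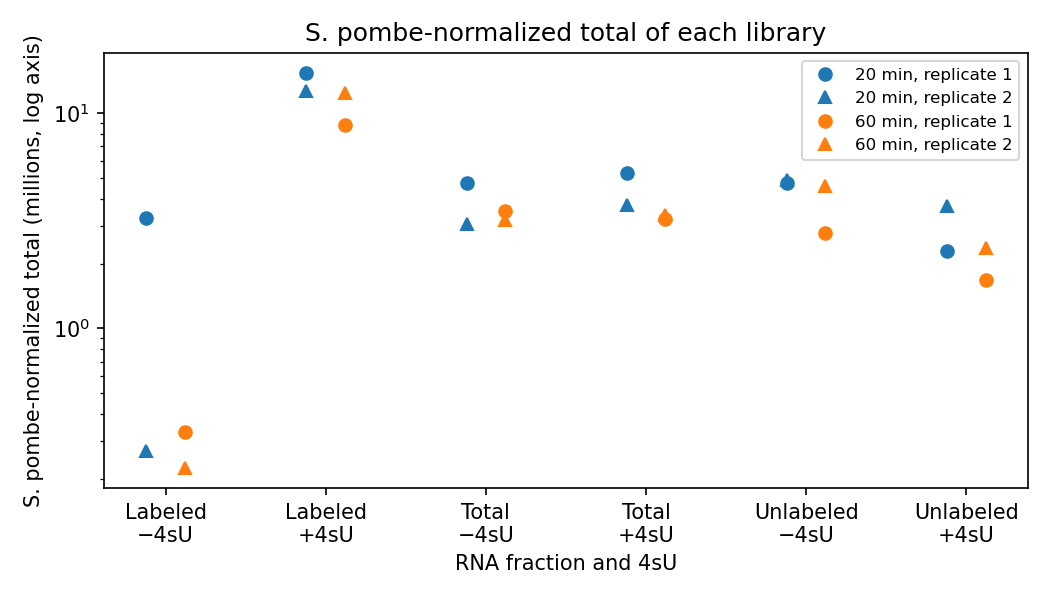
S. pombe-normalized total of each of the 24 libraries, in M counts on a log axis, by RNA fraction and 4sU. Color gives the time in galactose and the symbol the replicate. The labeled library without 4sU at 20 min in replicate 1 lies at 3.26 M, above the other labeled libraries without 4sU. The scale does not compare amounts between fractions.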

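With time in galactose as the sole term, edgeR's quasi-likelihood test called 0 of 6069 genes between 60 and 20 min over the 12 libraries with 4sU at an adjusted p under 0.05, and 31 had an unadjusted p under 0.05. DESeq2 with S. pombe size factors, the tool of the paper's methods, called 4 genes, all lower at 60 min. This design leaves the difference between the RNA fractions in the spread of each gene. On simulated counts with the real levels of the fractions edgeR's test with this design recovered 0 of 200 genes changed by 4-fold, against 200 with the fraction as a covariate. With the fraction as a covariate, 1289 genes differed in the real libraries, 35 higher and 1254 lower at 60 min. This fit counts the labeled, unlabeled and total RNA of the same sample as independent libraries, which limits what its count can show. The excess of lower genes was not tested in each replicate, but with time as the sole term the median log2 fold change of all genes was -0.44 in both replicates together, -0.90 in replicate 1 alone and -0.03 in replicate 2 alone. Within the labeled fraction, 82 genes differed, 6 higher and 76 lower at 60 min, and with TMM scaling 127 were higher and 126 lower, as the median log2 fold change of all genes moved from -0.43 to 0.03. In total RNA 74 genes differed, 11 higher and 63 lower, and with TMM scaling 165 were higher and 276 lower, as this median moved from -0.21 to 0.01. In unlabeled RNA 1852 genes differed, 3 higher and 1849 lower, with a median log2 fold change of -1.16 over all genes. TMM scaling moved that median to -0.08 and gave 217 genes higher and 253 lower. The spread of each gene in these fits within a fraction came from all 12 libraries with 4sU. With only the 4 libraries of the fraction in the fit, 63 genes differed in unlabeled RNA, all lower. The same fit gave 119 genes in labeled RNA and 162 in total RNA. The 1852 genes thus depend on the spread taken from the other fractions. In labeled RNA, YDL022W rose from 461 ± 22.4 to 3570 ± 1318 normalized counts (SD, n = 2 each), a log2 fold change of 2.95 (standard error 0.51, adjusted p = 2.45e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). YLR377C fell from 14271 ± 2390 to 212 ± 58.8, a log2 fold change of -6.08 (standard error 0.56, adjusted p = 1.11e-23 from the same test). YNL117W fell from 10259 ± 5983 to 153 ± 49.2, a log2 fold change of -6.07 (standard error 0.57, adjusted p = 5.04e-23). The files do not pair these identifiers with gene names. With 2 libraries per arm, leaving out a replicate leaves 1 library per arm, and no test within a fraction was run in that way.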

**Figure EV3:**
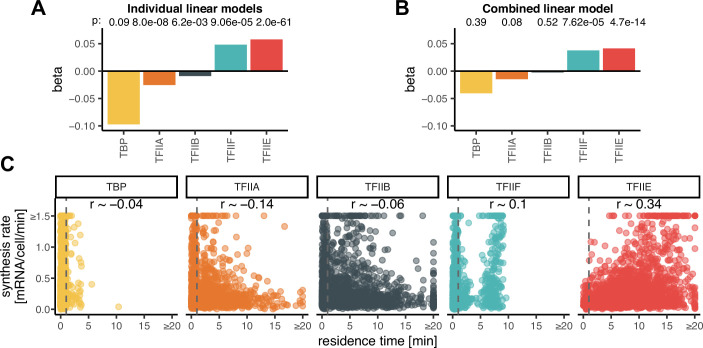
Comparison between residence times and synthesis rates. (**A**) Bar plot showing β (beta) coefficients for linear models built between synthesis rates and residence times of an indicated GTF (synthesis rate ~ β*res. time_GTF_ + α). (**B**) Analogous to (**A**), showing coefficient from a linear model combining all factors (synthesis rate ~ β_TBP_*res. time_TBP_ + β_TFIIA_*res. Time_TFIIA_ + β_TFIIB_*res. Time_TFIIB_ + β_TFIIF_*res. Time_TFIIF_ + β_TFIIE_*res. Time_TFIIE_ + α). (**C**) Relationship between residence times (x-axis) and synthesis rates (y-axis) for GTFs as indicated. Pearson’s correlation coefficient estimates, r, are indicated in each panel. Symbol ≥ on the axis indicates that values higher than an indicated value were shrunk for plotting purposes to eliminate outliers. In the plots, gray dashed line separates values randomly generated in this study for reliably fast sites.

We next looked for pairwise relationships between the chromatin binding residence times of each GTF, and highlighted each gene by transcription rate (Fig. EV4). This allowed us to identify a cluster of highly transcribed genes (dark cluster) associated with the presence of long-lived TFIIE and TFIIF, as well as TFIIB residence times that were in a similar range of several minutes. This was in contrast to TBP and TFIIA, whose residence times did not show any significant pattern. TBP was overall less informative as most TBP binding events measured were short-lived and not well correlated with transcription rate (Fig. EV3C). 

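Across 1432 genes, Pearson's r between TBP residence time and synthesis rate was -0.017 (permutation test, two-sided, p = 0.504, Benjamini-Hochberg adjusted over 5 factors p = 0.504), and Spearman's rho was -0.015 (p = 0.566). Genes are not independent replicates. Leaving out sites under 1 min left 103 genes with an r of -0.063.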

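Across genes, Pearson's r between residence time and synthesis rate was -0.080 for TFIIA over 1076 genes (permutation test, two-sided, p = 0.0108, Benjamini-Hochberg adjusted over the 5 factors p = 0.018), and Spearman's rho was -0.138 (p = 1e-05, the smallest that 100000 permutations can give). For TFIIA the adjusted p rose to 0.0585 with replicate 1 alone, 0.0657 at 20 min alone and 0.0707 at 60 min alone, and leaving out sites under 1 min gave an r of 0.014 (adjusted p = 0.754). For TFIIB over 1316 genes, r was -0.035 (permutation test, two-sided, p = 0.186, adjusted p = 0.232) and rho was -0.0095 (p = 0.731). For TFIIF over 1127 genes, r was 0.127 (permutation test, two-sided, p = 3e-05, adjusted p = 7.5e-05) and rho was 0.169 (p = 1e-05). With replicate 1 alone it was 0.097, and its adjusted p stayed under 0.05 in every alternative run. Genes are not independent replicates.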

In fact, the residence times of TFIIA, TFIIB, and TFIIF were individually not correlated with transcription rate either. This was in contrast to the positive correlation that was observed between TFIIE residence time and transcription rate (Fig. EV3).

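For TFIIE, Pearson's r between residence time and synthesis rate across 1256 genes was 0.285 (permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 5e-05 over 5 factors) and Spearman's rho was 0.303 (p = 1e-05). Over the alternatives run, r ran from 0.270 with the 20 min libraries alone to 0.307 with genes of at least 10 counts in all libraries.

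**Figure D3:**
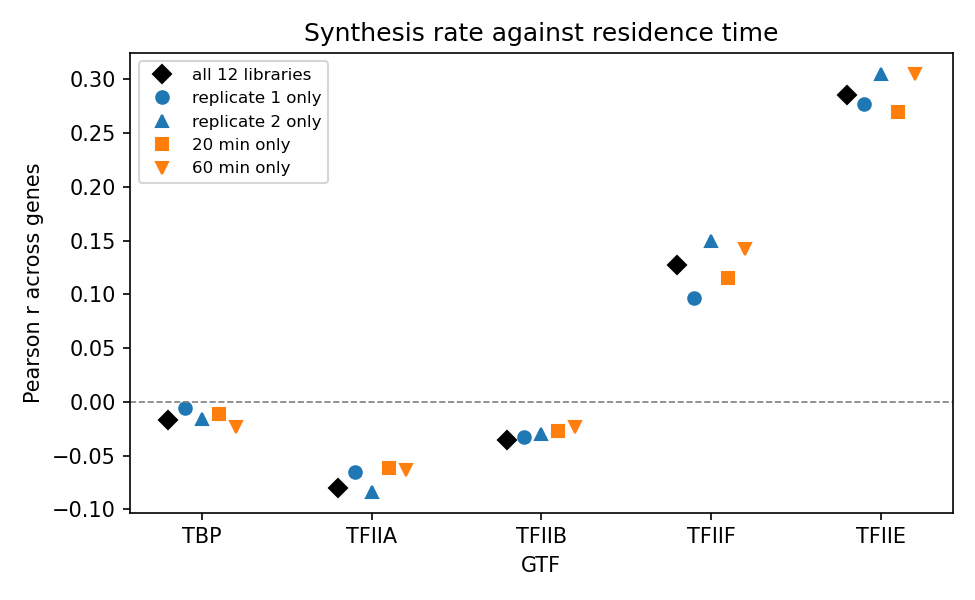
Pearson's r across genes between synthesis rate and residence time for each GTF, from all 12 libraries with 4sU and from each replicate and each time alone. TFIIE lies between 0.270 and 0.305 in these settings, TFIIF between 0.097 and 0.150, and the others below 0. The residence times are the same in all settings.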

**Figure EV4:**
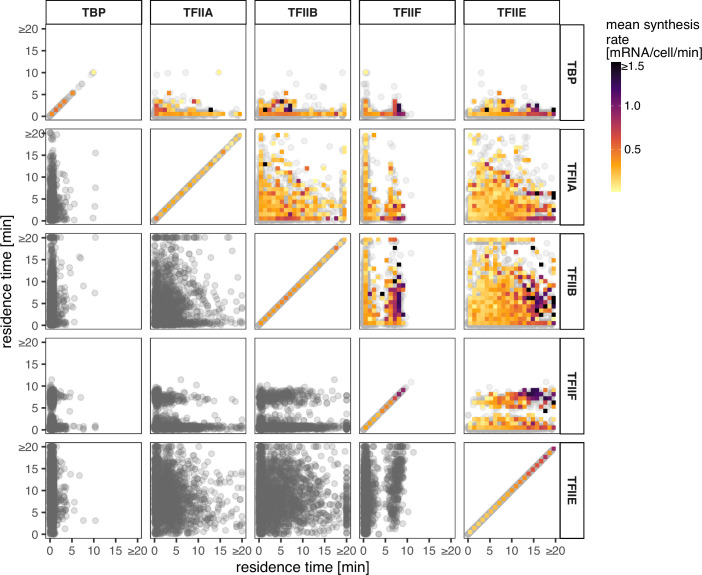
Relationships among GTF residence times and to mRNA synthesis rates. Each panel shows a comparison of residence times of pairs of GTFs as indicated in the panel titles. Each point is a shared gene target. The color map shows the mean synthesis rates of the genes under the given area. Source data are available online for this figure.

Next, we clustered all the genes for which we obtained residence time measurements for four factors (TFIIA, TFIIB, TFIIE, and TFIIF (*n* = 1417)). We omitted TBP from this analysis due to the reduced number of sites with reliably estimated residence times >1 min. We identified ten clusters spanning the full range of transcription rates (Fig. 4A,B; Dataset EV3). 

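The copy of Dataset EV3 used here holds 1415 of the 1417 genes in the clusters. The mean synthesis rate was highest in cluster 1, at 0.828 ± 0.024 mRNA per cell per min (SD between the means from each replicate alone, n = 2 replicates, 87 genes with a rate). It was 0.548 ± 0.0098 in cluster 4 (199 genes), 0.402 ± 0.0075 in cluster 2 (113 genes) and 0.391 ± 0.026 in cluster 3 (96 genes), and lowest in cluster 9, at 0.212 ± 0.0057 (33 genes). With replicates 1 and 2 alone the means were 0.869 and 0.902 in cluster 1 and 0.234 and 0.226 in cluster 9. Both lay above the mean from all libraries, as they did in clusters 2 to 4, 8 and 10. The SD is thus not a spread around the printed mean. Clusters 2 and 3 differed by less than the spread between replicates. Cluster 1 ranked first in every alternative run. Cluster 9 was lowest in all of them but total least squares and the 60 min libraries alone, where cluster 6 was lower (0.553 against 0.566 and 0.335 against 0.336).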

Consistent with the results presented above, the most highly expressed genes had longer-lived TFIIE and/or TFIIF, whereas poorly expressed genes had promoters with longer-lived TFIIA. 

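Over genes of each cluster with a synthesis rate and a residence time in the copy of Dataset EV1, the paper's median TFIIE residence time was 16.3 min in cluster 1 (72 genes) and 13.3 min in cluster 4 (129 genes), the clusters with the highest mean rates. It was 6.09 min in cluster 9 (9 genes), which had the lowest mean rate. The paper's median TFIIF residence time was 8.03 min in cluster 1 and 7.08 min in cluster 2 (86 genes), and listed as under 1 min in clusters 3 to 10. The paper's median TFIIA residence time was 14.3 min in cluster 9 and 8.44 min in cluster 10 (39 genes), and listed as under 1 min in cluster 1. It was listed as under 1 min as well in clusters 2 and 4, and in clusters 6 and 8, whose mean rates were below that of cluster 10. The mean rate of cluster 10 was 0.302 ± 0.019 mRNA per cell per min (SD between replicates, n = 2, 74 genes), below those of clusters 1 to 4 and above those of clusters 5 to 9.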

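The paper's median TFIIB residence time was 30.3 min over the 18 genes of cluster 8 with a synthesis rate and a residence time in the copy used here, and 8.72 min in cluster 5 (55 genes), 7.26 min in cluster 3 (60 genes) and 5.76 min in cluster 1. The mean synthesis rate of cluster 8 was 0.242 ± 0.0093 mRNA per cell per min (SD between replicates, n = 2, 36 genes).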

Longer residence times of TFIIB were associated with genes in several clusters, including particular genes that were poorly expressed (cluster 8; Fig. 4A,B). Notably, the relatively long residence times of both TFIIE and TFIIF at cluster 1 promoters were associated with the production of multiple mRNAs, suggesting the formation of stable (sub)complexes that promote transcriptional bursting.

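In cluster 1 the median TE was 9.76 mRNA per binding event for TFIIE and 4.57 for TFIIF (72 genes each). In the other clusters the median TE for TFIIE was from 0.854 in cluster 8 to 4.37 in cluster 4, and for TFIIF it was highest at 2.33 in cluster 2.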

**Figure 4:**
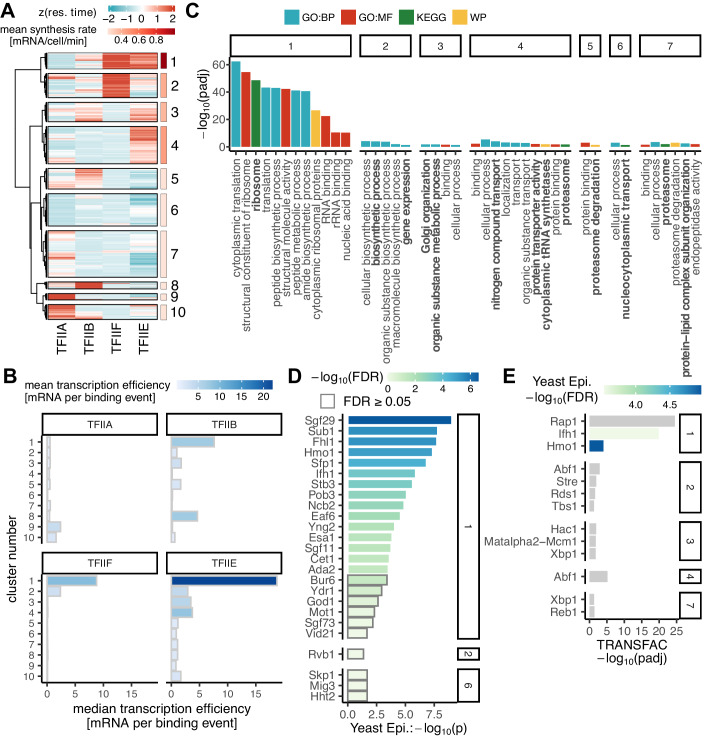
Gene classes based on GTF residence times combinations. (**A**) Heatmap showing z-score normalized residence times of the indicated GTFs (columns) across gene targets (rows) with the available residence time estimations from all four GTFs (*n* = 1417). Colored panels on the right side show the mean synthesis rates of genes belonging to the ten clusters. (**B**) Bar plots showing median TE (x-axis) within clusters (y-axis) from (**A**) and color-coded based on mean TE. (**C**–**E**) Functional annotation of genes from clusters in (**A**). The cluster number is indicated in the panel titles. (**C**) Pathway enrichment. *P*adj < 0.05. (**D**) Yeast Epigenome database DBF enrichment excluding subunits of GTFs and Pol II. Fisher’s *P* < 0.05. (**E**) TRANSFAC enrichment. Fisher’s *P*adj < 0.05. Colored bars were identified as significantly enriched (FDR <0.05) in the Yeast Epigenome database.

In support of the biological significance of the observed residence time differences, genes within clusters 1–7 were functionally related (Fig. 4C). Cluster 1 genes include ribosomal protein genes and genes involved in RNA binding and translation. Additionally, cluster 2 genes are involved in biosynthetic processes; cluster 3 genes include those involved in Golgi organization; cluster 4 genes are involved in localization, transport, and the proteasome; cluster 5 genes are involved in proteasome degradation; cluster 6 genes have roles in nucleocytoplasmic transport; and cluster 7 genes are involved in proteasome and protein–lipid complex organization. The longer GTF residence times (as well as higher gene expression rates) at ribosomal protein genes in cluster 1 compared to the GTF residence times at other genes are statistically highly significant (Fig. EV5A–C, cluster 1 gene CC signal tracks shown in Appendix Fig. S3). Moreover, the expression of genes in most of these clusters is controlled by particular TFs (or sets of TFs; Fig. 4D,E; Appendix Fig. S4), suggesting a mechanistic relationship between particular TFs and PIC assembly dynamics. Modest but significant increases in TFIIA and TFIIE residence times were observed at promoters with strong TATA elements versus those without such an element (Basehoar et al, 2004); these changes were consistent with a significant increase in RNA synthesis rate driven by TATA-containing promoters versus those without strong TATA elements (Appendix Fig. S5A–C). In contrast, we did not observe any significant differences between the residence times of galactose-induced genes and all other genes, even though the synthesis rates of the *GAL* genes were significantly higher than the genes that were not induced by galactose (Appendix Fig. S6A, B).

**Figure EV5:**
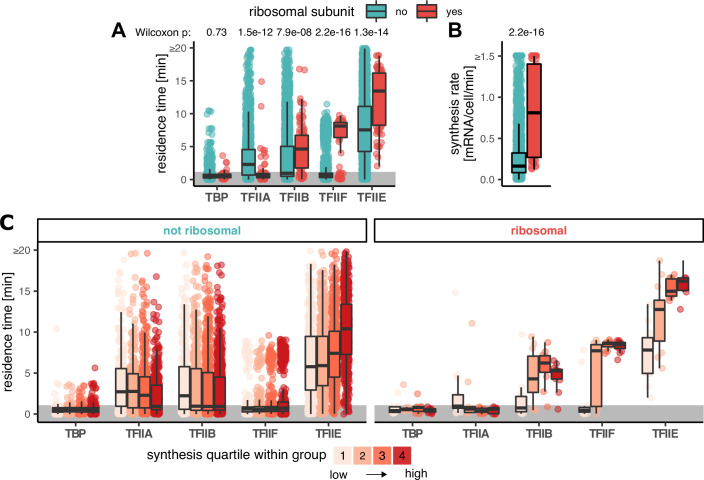
Comparison of residence times between genes coding for ribosomal subunits and others. (**A**) Box plots showing the comparison of residence times (y-axis) for a given GTF (x-axis) for genes coding for ribosomal subunits (red) and other genes (green). The number of observations (*n*): not ribosomal/ribosomal TBP- 2810/87; TFIIA- 2418/76; TFIIB- 3420/93; TFIIF- 2776/88; TFIIE- 3723/86. (**B**) Box plot showing the comparison of synthesis rates (y-axis) between genes coding for ribosomal subunits and other genes. Wilcoxon *p* value is indicated. Number of observations (*n*): not ribosomal- 3169, ribosomal- 57. (**C**) Box plots showing the comparison of residence times (y-axis) for a given GTF (x-axis) across synthesis quartiles within genes coding for ribosomal subunits and other genes. In the plots, the gray area highlights values randomly generated in this study for reliably fast sites. Symbol ≥ on the axis indicates that values higher than an indicated value were shrunk for plotting purposes to eliminate outliers. The number of observations (*n*): not ribosomal/ribosomal TBP- Q1: 209/11, Q2: 320/10, Q3: 414/11, Q4: 583/14; TFIIA- Q1: 231/13, Q2: 316/9, Q3: 382/13, Q4: 409/9; TFIIB Q1: 293/14, Q2: 475/12, Q3: 569/11, Q4: 589/12; TFIIF- Q1: 245/11, Q2: 355/12, Q3: 419/12, Q4: 494/12; TFIIE- Q1: 403/13, Q2: 577/12, Q3: 598/10, Q4:540/10. Data information: (**A**–**C**) In boxplots, the middle line represents the median, the lower and upper hinges represent the first and third quartiles, and the whiskers represent the 1.5 * interquartile range.

An unexpected observation was the abovementioned bimodal distribution of TFIIF residence times (Figs. 2F and EV4). We observed functional enrichment of the genes in each of these two classes, with promoters in both classes associated with different subsets of genes involved in translation/ribosome. Genes with short-lived TFIIF were further associated with other biosynthetic processes (Appendix Fig. S7A,B). Consistent with this, the genes in the long-lived and short-lived TFIIF classes were associated with particular enriched TFs, some of which were shared (Appendix Fig. S7C–F). Among the TFs associated with genes in the long- and short-lived TFIIF classes, Rap1 was of particular interest as competition ChIP data were available for Rap1 from a prior study (Lickwar et al, 2012). Although Rap1 residence times were not correlated with residence times for TBP or TFIIB, there was a moderate correlation between Rap1 residence times and the residence times for TFIIA and TFIIE (Pearson’s correlation coefficients ~0.37 and 0.3, respectively), and Rap1 residence times were significantly longer at genes with long-lived TFIIF compared to genes with short-lived TFIIF (Appendix Fig. S8A,B).

## Discussion

The computational approach employed here for the extraction of kinetic parameters from CC data is well supported by comparison with previous work. The TBP residence times obtained by analysis of CC data in this study were correlated with the residence times obtained from an older study using microarray data (Appendix Fig. S8C; (van Werven et al, 2009)) and are also broadly consistent with kinetic results for TBP in human cells (Hasegawa and Struhl, 2019). This includes the rank order in which tRNA genes had much longer residence times than mRNA genes. Previously, we used a formaldehyde crosslinking kinetic approach, called CLK, to measure chromatin binding dynamics (Poorey et al, 2013). While the CLK method is technically challenging as well as locus-specific (Zaidi et al, 2017b), we observed a rough agreement between the kinetic parameters obtained by the two methods for the handful of loci for which complementary measurements are available (Appendix Fig. S8D).

Live cell imaging has revealed that the majority of TF-chromatin interactions studied are short-lived, with residence times on the order of seconds (van Royen et al, 2011; Paakinaho et al, 2017; Normanno et al, 2012; Swinstead et al, 2016; Liu and Tjian, 2018; Lionnet and Wu, 2021; Brouwer and Lenstra, 2019; Nguyen et al, 2021). This includes TFIIB (Zhang et al, 2016; Nguyen et al, 2021; Sprouse et al, 2008), for which CC results are reported here. The observation of highly dynamic binding by TFs has led to the view that such dynamics enable temporally responsive regulation of gene expression, and that TF residence times are associated with the duration of bursts in which more than one RNA molecule is synthesized during the TF period of occupancy on the promoter (Donovan et al, 2019; Coulon et al, 2013; Nicolas et al, 2017; Lenstra et al, 2016). Consistent with the observation of frequent short-lived chromatin interactions for TFs, we observed that the majority of the interactions between TBP, TFIIA, TFIIB, or TFIIF and chromatin had residence times of less than 1 min (Fig. 2F). It was not possible to reliably estimate the residence times of these short-lived interactions using CC, but they must last long enough to be captured by crosslinking. It is likely that other very short-lived interactions were not detectable by our method because of their inability to be crosslinked. Conversely, it is possible that long-lived chromatin interactions such as those we report here would be difficult to detect with live cell imaging, particularly if they occur infrequently, although evidence is emerging for TF-chromatin binding residence times on the minutes time scale using live cell imaging (Hipp et al, 2019). Since the formation of a PIC is mutually dependent on all of the GTFs (Petrenko et al, 2019) and structural data are consistent with the requirement for, e.g., TBP and TFIIB binding to establish a platform for the binding of Pol II, TFIIF and TFIIE (Osman and Cramer, 2020; Nogales et al, 2017), it may appear counterintuitive that such “early” binding GTFs have shorter residence times than the “late” binding GTFs at many promoters. It is important to recognize that the residence times that we report here reflect the global average of the residence times for all complexes formed in vivo that contain the GTF of interest (Fig. 5A,B). Thus, core promoter-bound complexes that contain TFIIE or TFIIF are highly likely to contain TBP and TFIIB. We infer that the reason there is shorter-lived TBP and TFIIB at many promoters with longer-lived TFIIF and TFIIE is that most TBP- and TFIIB-containing complexes do not lead to the formation of a complex of a productive PIC that contains TFIIF or TFIIE (Fig. 5C). These considerations, in addition to the focus in the present study on promoter regions, could explain, at least in part, why TFIIE was observed by single-molecule tracking to be engaged primarily in short-lived binding events whereas long-lived TBP binding events were observed (Nguyen et al, 2021). In this regard, it is worth noting that the highly dynamic behavior of TBP reported here is consistent with highly mobile TBP in the nucleoplasm overall, which was dependent on the TBP-DNA dissociating enzyme Mot1 and observed in live cells by fluorescence recovery after photobleaching (FRAP, ref. (Sprouse et al, 2008)).

**Figure 5:**
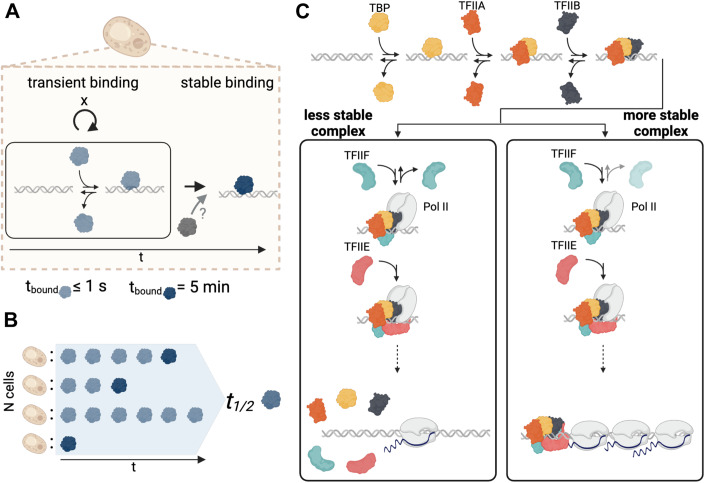
Model. (**A**,**B**) Interpretation of residence times. (**A**) A GTF can undergo multiple rounds of transient binding (indicated by x and shown in light blue) before it binds stably (dark blue), possibly assisted by the other factors (gray). (**B**) The final residence time estimates at a given site (t_1/2_, shaded blue) represent the average of transient and stable binding over the course of the experiment across all cells. Multiple transient binding events over time are shown in light blue; stable binding events block sites from exchange and are shown in dark blue. (**C**) The results suggest that for the majority of genes, PICs are unstable until TFIIE binding, which leads to functional PIC assembly, the initiation of RNA synthesis, and the release of Pol II and PIC disassembly. At a relatively small subset of genes e.g., genes coding for ribosomal subunits, relatively stable PICs are formed upon TFIIF binding (note lighter color for disassociation) and further stabilized by TFIIE binding, followed by the initiation of RNA synthesis. Upon Pol II release, stable PICs may be disassembled or at certain promoters may be stable and lead to transcriptional bursting. The formation of more stable PICs is likely associated with promoter-specific features and cofactors. The figure is meant to be illustrative and does not represent accurate sizes or molecular shapes of the factors of interest.

The biological significance of the residence times reported here is supported by the functional enrichment of genes in each of the clusters (Fig. 4C). This argues strongly that GTF residence time dynamics are tuned to facilitate expression levels that ensure that cells function and respond in physiologically appropriate ways. Since these gene sets are controlled by specific sets of TFs (Fig. 4D,E), it is reasonable to suggest that GTF dynamics are influenced in predictable ways by the TFs that control the expression of the associated genes. It is understood that TFs exert context-specific effects on gene expression, and such effects have been generally described in terms of effects mediated by co-regulatory interactions with other TFs as well as epigenetic control, including DNA methylation (Stone et al, 2019; Mony et al, 2021; Fertig et al, 2013). In future work, it could be interesting to explore how GTF residence times are impacted by the manipulation of such regulators. We suggest that RNA output resulting from the interplay of these variables is at least partly a consequence of the capacity to catalyze the formation of functional PICs by overcoming kinetic bottlenecks in PIC assembly that are also related to the underlying DNA sequence and chromatin environment.

A striking observation from the results of this study is that the residence time of TFIIE is correlated with the mRNA synthesis rate, and the number of mRNA molecules produced during a TFIIE residence time suggests that one TFIIE binding event is associated with the production of one mRNA molecule (Fig. 3D). This is in contrast to the other GTFs for which one binding event was associated with less than one mRNA molecule produced. We were not able to measure Pol II directly using CC because we do not have a system for inducing the expression of all of the Pol II subunits to generate a competitor isoform of Pol II. However, TFIIF can serve as a proxy for Pol II itself as biochemical and structural data support a model in which TFIIF can enter the PIC in association with Pol II (Bushnell et al, 1996; Ranish and Hahn, 1996; Orphanides et al, 1996; Sainsbury et al, 2015; Osman and Cramer, 2020). The combined results suggest that the formation of a PIC is an inefficient process in vivo, with most interactions of GTFs leading to subcomplexes that decay rather than leading to the formation of a PIC capable of producing mRNA. This general view of transcription initiation inefficiency is consistent with live cell imaging data obtained by analysis of a gene array in a mouse cell line (Stasevich et al, 2014). Moreover, this pattern is broadly consistent with a PIC assembly pathway derived from in vitro studies in which TBP/TFIID initially interacts with DNA directly, followed by the binding of TFIIA and TFIIB, which provide a platform for the binding of Pol II and TFIIF, and subsequently TFIIE (Fig. 5C; (Luse, 2014)). The broad outlines of the pathway suggested here are compatible with the notion of dynamic and even branching assembly pathways proposed on the basis of observations of single complexes formed using nuclear extracts (Baek et al, 2021). As the work presented here includes a genome-scale inventory of kinetic behavior and most promoters do not possess a regulatory region (Rossi et al, 2021), the distribution of residence times reflects the behavior of GTFs at such promoters. This probably explains why, for example, we observe promoters with a wide range of TFIIE residence times (including promoters where it is relatively long-lived), whereas Baek et al (2021) observed unexpectedly dynamically bound TFIIE in that system. Additionally, our data do not have sufficient resolution to distinguish GTF loading at regulatory regions (Baek et al, 2021) versus core promoters, and we are therefore unable to draw inferences about the impact of activators per se on the assembly process. We infer the existence of stable TFIIB complexes on the basis of slow turnover at a relatively small number of genes; it appears that most TFIIB-containing complexes are unstable and that assembly of TFIIB in the PIC requires Pol II (Nguyen et al, 2021). Despite the dispensability of some GTFs in vitro under certain conditions, our results are also consistent with depletion experiments showing that all of the GTFs are required for all Pol II-mediated transcription in vivo, and that stable, partially assembled PICs are not detectable (Petrenko et al, 2019). Of note, however, we did observe a small number of relatively long-lived complexes containing TFIIA or TFIIB (Fig. 2D,F; Dataset EV1). Such long-lived complexes could be consistent with the formation of a subcomplex of GTFs that is durably bound to promoters and promotes reinitiation (Yudkovsky et al, 2000). The formation of long-lived scaffolds of GTFs at some promoters is also suggested by the residence times of TFIIE and TFIIF at Cluster 1 genes, which were associated with the production of multiple mRNAs (Fig. 4B). Lastly, our analysis includes the minimal set of GTFs required for in vitro transcription using a naked DNA template (Tyree et al, 1993; Fujiwara and Murakami, 2019; Luse, 2019). Given the complexity in interpreting the results from a CC experiment in which one overexpressed a single or a few subunits of a multisubunit complex, it could be difficult to apply this method to the analysis of multisubunit complexes as currently implemented. In future work and using methods suitable for the analysis of multisubunit complexes, it will be interesting to investigate the dynamics of TFIID, TFIIH (Greber et al, 2019; Nogales and Greber, 2019), Mediator, and Pol II itself (Nozawa et al, 2017; Plaschka et al, 2015). Other important questions that could be addressed by performing kinetic measurements in suitably perturbed cells include probing the roles of promoter chromatin structure, particularly the function of the first nucleosome (Petrenko et al, 2019). Taken together, we feel that the results presented here provide a foundation for future work to understand how TFs, cofactors, and the native chromatin environment contribute mechanistically to the establishment of the rates of transcription initiation observed in vivo.

## Conclusions

The results reported here provide a wealth of kinetic information describing the chromatin binding dynamics of five key GTFs at the majority of promoters in budding yeast. In general agreement with live cell imaging results, we find that many interactions are too short-lived to be measured by CC. However, there are many interactions with residence times in the several-minute range, and importantly, promoters with shared GTF kinetics are functionally related. This supports a model in which the rates of RNA synthesis in vivo are influenced or perhaps controlled by rates of PIC assembly, which themselves result from the combination of promoter sequence, chromatin environment, and the TFs and cofactors that impact them. Overall, the kinetic behavior is consistent with the stepwise PIC assembly pathway established using purified components in vitro in which the RNA synthesis rate is closely correlated with the residence time of TFIIE. These results suggest that at most promoters, relatively unstable GTF subcomplexes give rise to more stable fully assembled PICs and that the initiation of RNA synthesis is accompanied by PIC dissolution. At certain promoters, GTF binding events are associated with the production of multiple mRNAs, suggesting the formation of stable PIC subcomplexes that facilitate transcription reinitiation.

## Methods

### Yeast strains

The parental diploid strain W303 (Ralser et al, 2012) was used to generate all of the competition ChIP strains. For each GTF, one allele was N-terminally tagged with 3xHA and placed under the control of an inducible *GAL1* promoter. The other allele was N-terminally tagged with 9xMyc and remained under the control of the endogenous promoter (Longtine et al, 1998). For the measurement of GTFs with two subunits, one allele of each subunit was placed under *GAL1* control, and one subunit was tagged with Myc or HA. For TFIIA, the Toa1 subunit was epitope-tagged; for TFIIE, the Tfa1 subunit was tagged, and for TFIIF, the Tfg2 subunit was tagged.

For construction of the *GAL1*-induced alleles, the plasmid pFA6-His3MX6-PGAL1-3HA (RRID:Addgene_41610, ref. (Longtine et al, 1998)) was used to obtain the His3MX6-PGAL1-3HA cassette by PCR amplification (see Appendix Table S2 for primers) and was integrated into the genome using standard yeast molecular biology techniques. For the GTFs TFIIA, TFIIE, and TFIIF, which consist of two subunits, one copy of each subunit was placed under *GAL1* control to ensure balanced expression of the competitor isoform. Following the integration of the *HIS3-GAL1*-3HA cassette at one gene subunit, the strain was transformed with the *TRP1-GAL1* cassette from pFA6-TRP1-PGAL1 (RRID:Addgene_41606, ref. (Longtine et al, 1998)), placing the second subunit under *GAL1* control but without an epitope tag. The 9xMyc tag was integrated into the genome of another isolate of W303 using the integration and Cre-recombinase knockout method and reagents developed by Gauss et al (Gauss et al, 2005). The 9xMyc tag and loxP-flanked KanMX6 marker were PCR amplified from pOM20 and integrated into the yeast genome using standard methods as above. The KanMX6 marker was then then deleted using the *GAL-*inducible Cre-recombinase carried on the plasmid pSH47 (Güldener et al, 1996). The Myc-tagged strains were then transformed with pRS319 (RRID:Addgene_35459, ref. (Sikorski and Hieter, 1989)) to introduce a *LEU3* marker for selection. In subsequent steps, diploid strains with HA- or Myc-tagged alleles were sporulated, and haploid segregants were mated to yield the competition ChIP (CC) strains with different tags on each of the alleles for the GTF of interest. Proper integration and function of the targeted alleles were confirmed for all strains by PCR (Appendix Table S2 for primers), Western blotting using anti-HA or anti-Myc antibodies, and targeted DNA sequencing of the modified loci. Functionality of the Myc- and HA-tagged alleles was confirmed by spot tests and streaking of the strains on appropriate media (Appendix Fig. S9).

### Western blotting

To measure the time course of synthesis of the *GAL1*-induced alleles, CC strains were grown in 175 ml YEP + 2% raffinose. At OD600 of 0.6, a 20 ml aliquot of the culture was collected for the 0 min time point and 11 ml of 30% galactose was added to the remaining culture. About 20 ml aliquots were removed at 10, 20, 25, 30, 40, 60, 90, and 120 min after galactose addition, and whole-cell extracts were prepared from them as described previously (Zaidi et al, 2017b). Whole-cell extract protein was resolved on 10–12% SDS-Page gels (depending on the size of the tagged protein). The protein was transferred overnight to 0.22 µ PVDF membranes and probed using either anti-HA (Abcam Cat# ab9110, RRID:AB_307019) or anti-Myc (Abcam Cat# ab32, RRID:AB_303599) antibodies followed by detection using either the HRP-conjugated goat anti-mouse secondary antibody, (for Myc; Thermo Fisher Scientific Cat# 31430, RRID:AB_228307) or goat anti-rabbit secondary antibody (for HA; Thermo Fisher Scientific Cat# 31460, RRID:AB_228341) and ECL substrate (Thermo Fisher Scientific Cat# 32106). Although the galactose-induction experiments were conducted in the same way for each strain, for unknown reasons, we observed reproducible differences in the time course of accumulation of the competitor (Fig. 2C). Since the promoter is the same for each factor, we presume this reflects differences in the rate of protein synthesis in vivo post-transcription. The CC method relies on measuring a difference between the rate of HA/Myc isoform turnover versus the rate of synthesis of the competitor (HA-isoform), and for this reason, factor-specific differences in the rate of competitor synthesis do not impact the results reported here.

### CC time course experiments and ChIP-seq library preparation

Each CC strain was inoculated in 100 ml YEP + 2% raffinose at 30 °C and incubated overnight. These starter cultures were then used the next day to inoculate 2250 ml cultures of YEP + 2% raffinose at an initial OD600 of 0.05. When an OD of 0.6 was reached, for the 0-min time point, 250 ml of the culture was crosslinked by adding 6.75 ml formaldehyde (Thermo Fisher Scientific Cat# F79-500) to achieve a final concentration of 1% for 20 min. The reaction was then quenched by adding 15 ml of 2.5 M glycine for 5 min, and the cells were collected by centrifugation. To the rest of the 2000 ml culture, 142.8 ml of 30% galactose was added to yield a final concentration of 2%. At 10, 20, 25, 30, 40, 60, 90, and 120-min time points, 250 ml of the culture was collected, crosslinked, and quenched the same way as the 0-min time point. Cell pellets were washed three times with TBS buffer (40 mM Tris-HCl, pH 7.5 plus 300 mM NaCl), and ChIP was performed as described (Viswanathan et al, 2014). The HA and Myc antibodies used for ChIP were the same as those used for western blotting described above. Successful ChIP was confirmed by RT-PCR using primers to detect binding to the *URA3* promoter (5′-AAGATGCCCATCACCAAAA-3′ and 5′-AAGAATACCGGTTCCCGATG-3′). ChIP-seq libraries were prepared following the manufacturer’s instructions using the Illumina TruSeq ChIP library prep kit set A and B (Cat# IP-202-1012 and IP-202-1024). Successful amplification was confirmed by RT-PCR using the *URA3* promoter primers. Library quality was assessed using an Agilent Bioanalyzer 2100 and the Agilent-1000 DNA kit (Agilent Cat# 5067-1504), and libraries were quantified using the Qubit dsDNA Quantitation, High Sensitivity kit (Cat# Q32851). A 5 nM pool of each library was sequenced by the UVA Genome Analysis and Technology Core (RRID:SCR_018883) using Illumina NextSeq500 and NextSeq2000 instruments. While we only gathered one replicate competition ChIP-seq sample per time point, the normalized data from the eight-time points were required to fit both the Hill model and turnover model with *R*^2^ > 0.7, as detailed below.

### Nascent RNA labeling

Nascent RNA labeling was performed as previously described (Warfield et al, 2017). Briefly, W303 cells were grown as for competition ChIP and induced with 2% galactose for 20 or 60 min. An 800 ml culture in YEP + 2% raffinose was grown at 30 °C to an OD600 of 0.6, then 57 ml of 30% galactose was added. Twenty minutes after galactose addition, 400 ml of the culture was divided into 200 ml aliquots, and 500 μl of 2 M 4-thiouracil (4-sU, Sigma-Aldrich Cat# 440736-1 G) was added to one of the flasks with vigorous mixing and returned to the shaking incubator for 6 min. Cells with and without 4-sU were pelleted and washed with TBS. At the 60-min time point, the remaining 400 ml culture was split and treated as described for the 20-min time point culture. Two biological replicates were obtained for each condition.

*S. pombe* strain SY78 cells were used as a spike-in normalization control. About 100 ml of *S. pombe* cells were grown in YE media (0.5% yeast extract plus 3% glucose) to an OD600 of 0.6 and labeled by adding 125 μl of 2 M 4-sU for 6 min and collected by centrifugation.

The *S. cerevisiae* W303 cells and *S. pombe* SY78 cells were mixed in an 8:1 ratio for each condition, and RNA was isolated using the Ribopure Yeast Kit (Ambion Cat# AM1924). About 40 μg of RNA was biotinylated with 4 μg of MTSEA Biotin XX (Biotium Cat# 90066). The biotinylated RNA was isolated by binding to 80 μl of a Dynabeads MyOne Streptavidin C1 bead suspension (Invitrogen Cat# 65001) by rotating the tube for 15 min, and the unbound supernatant was saved. The bound RNA was eluted in 50 μl of streptavidin elution buffer. The eluted RNA and the RNA in the flowthrough were purified and concentrated using RNeasy columns (Qiagen Cat# 74104).

### RNA-seq

Ribosomal RNA was depleted using the Ribo Minus Yeast module (Thermo Fisher Scientific Cat# 45-7013) and libraries were constructed using the Ultra Directional RNA Library Prep Kit (NEBNext Cat# E74205) and Multiplex Oligos (NEBNext Cat# E73355). Sequencing was performed by Novogene using the Illumina NovaSeq 6000 platform.

### Preprocessing of high throughput DNA sequencing data

Libraries prepared from each time point for a given GTF and for either HA- or Myc-tagged samples were sequenced in a single multiplexed run. Raw read quality was assessed using FASTQC (v0.11.5) (Andrews, 2010). Fastq files from individual flow cells were merged, and reads were mapped to the sacSer3 reference genome using Bowtie2 (v2.2.6) (Langmead and Salzberg, 2012) with default settings. Overall read mapping was typically in the 90+% range, yielding ~20–30 M reads per time point on average. The resulting SAM files were converted to BAM format, unmapped reads were removed, and the BAM files were sorted and indexed using SAMtools (v0.1.19-44428 cd) (Li et al, 2009). The landscape of read mapping was inspected using the Integrated Genomics Viewer (IGV) (Thorvaldsdottir et al, 2013), and peaks of enrichment were identified using MACS2 (v2.1.0.20151222) (Zhang et al, 2008) applied to each of several early time point Myc datasets with an input dataset as control and options --nomodel --extsize 147. Peaks from individual MACS2 runs were browsed in IGV, then concatenated and merged using the bedtools (v2.18.2) *merge* function (Quinlan and Hall, 2010). Count tables were then generated by associating reads with the peak intervals using bedtools *multicov*. Read counts were normalized in a three-step process. First, read counts in each peak and for each time point were normalized to the overall read depth. Next, read counts for the HA samples were normalized to the average relative levels of the factor of interest using the average values obtained from three independent western blots. Lastly, the normalized HA read count matrix was divided by the normalized Myc count matrix to yield the ratio count tables for mathematical modeling as described below. Importantly, this normalization approach was validated by comparison with earlier results: residence times derived from normalized TBP CC data were strikingly well correlated with TBP CC data obtained many years earlier and using arrays rather than sequencing (Appendix Fig. S8C). Since most GTF binding events display fast, second-timescale dynamics (Nguyen et al, 2021), this normalization method tends to bring the kinetics of fast sites in line with the timescale of competitor induction regardless of whether there is a delay in e.g., the time it takes for competitor protein maturation or nuclear import. Notably, the turnover model assumes the protein induction is effectively occurring in the nucleus, which this normalization approximates.

### Deriving residence times from competition ChIP-seq ratio data using a mass action kinetics turnover model

We adapted the approach of Zaidi et al, (Zaidi et al, 2017a), originally developed for TBP competition ChIP-chip data, to fit a differential equation-based turnover model at every GTF site using normalized competition ChIP-seq data from multiple GTFs. We used normalized count tables (see previous section of Materials and Methods) with HA/Myc ratios for every GTF site, *R*(*t*), for every time point, *t*. We ultimately estimate the ratio of fractional occupancies of HA- over Myc-tagged GTF, $${\theta }_{B}(t)/{\theta }_{A}(t)$$ with *B* and *A* representing HA- and Myc-tagged proteins, respectively, from *R*(*t*) at every time point. We then fit a mass action kinetic turnover model to the estimated ratio of fractional occupancies at every promoter site where a peak was identified to derive the residence time for a GTF at that site. As previously reported (Lickwar et al, 2012; Zaidi et al, 2017a) and detailed below, the ratio, $${\theta }_{B}(t)/{\theta }_{A}(t)$$, is insensitive to the overall on-rate, which is the only place that the concentrations of HA- and Myc-tagged proteins enters the mass action model. Consequently, the estimation of residence time is insensitive to the relative levels of HA- and Myc-tagged proteins at steady state.

More specifically, we first fit the normalized ratio of HA- over Myc-tagged relative protein levels as estimated by Western blotting versus induction time, which we denote $${c}_{B}(t)/{c}_{A}$$ with *B* and *A* representing HA- and Myc-tagged protein, respectively, to a Hill model

1 $${c}_{B}(t)/{c}_{A}={X}_{P}\left({\left(t/{t}_{1/2{ind}}\right)}^{n}/\left(1+{\left(t/{t}_{1/2{ind}}\right)}^{n}\right)\right)$$

In Appendix Table S3, we show the resulting fitted parameters ($${X}_{P}$$, $${t}_{1/2{ind}}$$) and statistics associated with the significance of each parameter’s contribution to the fit for every GTF. In this case, we fixed the Hill coefficient, *n*, to be an integer and selected the value that maximized the adjusted $${R}^{2}$$. In order to satisfy the t=0 and $$t\to \infty$$ boundary condition of the mass action kinetic turnover model shown below in Eqs. (2) and (3), which are $${\theta }_{B}(0)/{\theta }_{A}\left(0\right)=0$$ and $$\mathop{{{{{\mathrm{lim}}}}}}\nolimits_{t\to \infty }{\theta }_{B}(t)/{\theta }_{A}(t)={X}_{P}$$, we subtract the residual background and scale the normalized competition ChIP-seq ratio data at every site where peaks were called as follows. We fit the data to a Hill model with the form shown in Eq. (1) with the same *n* and an added background variable *B* at every site. This yields an amplitude, *X*_*CC*_, a half-time rise, $${t}_{1/2{CC}}$$, and background *B* for every site. We estimate the ratio of HA- over Myc-tagged GTF occupancy, $${\theta }_{B}(t)/{\theta }_{A}(t)$$, at every site for every time point, *t*, by subtracting the residual background *B* from the normalized ChIP signal ratio data, R(t), and scaling the result: $${\theta }_{B}(t)/{\theta }_{A}\left(t\right)=\left({{X}_{P}}/{{X}_{{CC}}}\right)\left(R\left(t\right)-B\right)$$. We then effectively solve the following coupled differential equations, which model each GTF’s turnover at every site which we assume follows mass action kinetics, where $${k}_{a}$$ and $${k}_{d}$$ are the molecular on- and off-rate, respectively:

2 $$\frac{d{\theta }_{B}(t)}{{dt}}=({k}_{a}{c}_{A})\frac{{c}_{B}(t)}{{c}_{A}}\left(1-{\theta }_{A}\left(t\right)-{\theta }_{B}(t)\right)-{k}_{d}{\theta }_{B}(t)$$

3 $$\frac{d{\theta }_{A}(t)}{{dt}}=({k}_{a}{c}_{A})\left(1-{\theta }_{A}\left(t\right)-{\theta }_{B}(t)\right)-{k}_{d}{\theta }_{A}(t)$$

We assume that these rates are the same for both HA- and Myc-tagged GTFs. These coupled equations cannot be solved analytically. Thus, we effectively solve them and fit the resulting ratio of occupancies, $${\theta }_{B}(t)/{\theta }_{A}(t)$$, to the background subtracted, scaled competition ChIP-seq data using Mathematica. Briefly, we use the function *ParametricNDSolveValue* twice to return an effective, numerical solution of Eqs. (2) and (3) as a function of the parameters $${k}_{a}{c}_{A}$$ and $${k}_{d}$$: $${\theta }_{B}({t;}{k}_{a}{c}_{A},{k}_{d})$$ and $${\theta }_{A}\left({t;}{k}_{a}{c}_{A},{k}_{d}\right)$$. We then take the ratio of the outputs of ParametricNDSolveValue, $${\theta }_{B}({t;}{k}_{a}{c}_{A},{k}_{d})/{\theta }_{A}\left({t;}{k}_{a}{c}_{A},{k}_{d}\right)$$, and input it into *NonlinearModelFit* which then fits this ratio to the background subtracted, scaled competition ChIP-seq data. We and others formally show the ratio of fractional occupancies is relatively insensitive to the on-rate, $${k}_{a}{c}_{A}$$, while being highly sensitive to the off-rate, $${k}_{d}$$. We derive the physical residence time for every GTF at every site using $${t}_{1/2}={{{{\mathrm{ln}}}}}2/{k}_{d}$$. Finally, we make use of an observation made in (Zaidi et al, 2017a) to make precise starting estimates of the residence time for non-linear model fitting using *NonlinearModelFit*. Specifically, the residence time is well approximated by a relatively simple linear or quadratic function of $${t}_{1/2{CC}}-{t}_{1/2{ind}}$$ derived by fitting a Hill model to the normalized competition ChIP-seq ratio data at every site and the ratio of GTF protein levels as a function of time. We start with an initial guess that works well for most GTFs: $${t}_{1/2}^{0}=0.6({t}_{1/2{CC}}-{t}_{1/2{ind}})+0.1$$ (Fig. 1D), perform the fit of the actual turnover model to the scaled, background subtracted competition ChIP-seq data, derive estimates of $${t}_{1/2}$$, fit $${t}_{1/2}$$ to linear or quadratic functions of $${t}_{1/2{CC}}-{t}_{1/2{ind}}$$, use this more precise relationship of an initial estimate of residence time, $${t}_{1/2}^{0}$$, and refit the turnover model to the competition ChIP data. In Appendix Table S4, we show the initialization formulas used for the final turnover model fit the competition ChIP-seq data used to derive the final estimates of residence times for every GTF. Finally, *NonlinerModelFit* returns a number of statistics associated with the fit at every site. This includes an error estimate of the off-rate, $$\triangle {k}_{d}$$, and the adjusted $${R}^{2}$$. Sites that yielded a relative error $$\triangle {k}_{d}/{k}_{d} < 3$$ and adjusted $${R}^{2} > 0.7$$ were used in downstream analysis involving residence time estimates.

### Fitting additional reliably fast sites

After the initial fitting, additional reliably fast sites were added to the estimated residence times. These were identified by fitting Hill equation Eq. (1) with the R *nls* function to the normalized HA/Myc count ratios which were further normalized to range between zero and one. Hill coefficients were provided from protein induction curve fits (Figs. 2C and EV1E). Initial estimates for fitting the Hill model using the *nls* function were set with parameter *start = list(t*_*1/2CC*_ = *40, X*_*CC*_ = *1)*, and parameter *control* was set to *nlc*. For each GTF, sites without estimated residence times from the turnover model whose $${\triangle t}_{1/2}={t}_{1/2{CC}}-{t}_{1/2{ind}}$$ (Fig. 1D) were less than 2 min were classified as reliably fast (<1 min). All residence time estimates are available in Dataset EV1.

For plotting purposes, the residence times for the reliably fast sites were generated with the R *runif* function with *min* = *0*, *max* = *1*. At the beginning of each script, the function *set.seed* was used with parameter *42* for reproducibility. In each plot, the randomly generated values are highlighted either by their separation by a dashed line or shaded area.

### Gene assignment and filtering

Individual regions were assigned to the nearest genes with *calcFeatureDist_aY* function (available from https://github.com/AubleLab/annotateYeast) with default parameters. Only regions within −250 to 100 bp from transcription start sites (TSSs) were kept. If multiple regions were assigned to one gene, only the closest one was kept. Regions assigned to tRNAs were removed from the analysis.

### Nascent RNA-seq analysis

Raw paired-end FASTQ files were mapped to the *S. cerevisiae* genome (http://daehwankimlab.github.io/hisat2/download/#s-cerevisiae, R64-1-1) with HISAT2 (2.0.4) (Kim et al, 2019) with parameter *--rna-strandness RF* and converted to BAM files using SAMtools (0.1.19-44428 cd) (Li et al, 2009) *view* function with parameters *-S -b*. SAMtools *sort* and *index* functions with default parameters were used to sort and index the BAM alignment files.

To create alignment indexes for *S. pombe* (used for normalization), the *S. pombe* FASTA file (ASM294v2) was obtained from Ensembl (Cunningham et al, 2022) and converted to an index file with the *hisat2-build* function with default parameters. The paired-end FASTQ files were then mapped against the created index files and further processed analogously to *S. cerevisiae*.

The quality of both FASTQ and BAM files was assessed with FastQC (0.11.5) (Andrews, 2010) in combination with multiQC (v1.11) (Ewels et al, 2016), and BAM files were further visually inspected with IGV (2.7.2) (Thorvaldsdottir et al, 2013).

The aligned reads were quantified over *S. cerevisiae* genes using Rsubread (2.4.3) (Liao et al, 2014) *featureCounts* function with parameters *GTF.featureType* = *”gene”*, *GTF.attrType* = *”gene_id”*, *countMultiMappingReads* = *TRUE*, *strandSpecific* = *2*, *isPairedEnd* = *TRUE*. The GTF and FASTA files provided to the function were obtained from Ensembl (Cunningham et al, 2022), genome assembly R64-1-1. To normalize the data, normalization factors for each sample were calculated as the total number of reads mapped to *S. pombe* divided by 2,000,000. The normalized counts were obtained by dividing the raw counts by each sample’s corresponding normalization factor. Genes with 0 counts in more than half of the samples were filtered out.

Principal component analysis (PCA) was performed by first creating a *DESeq* object from the raw count table (with low count genes filtered out) with the DESeq2 (1.30.1) (Love et al, 2014) *DESeqDataSetFromMatrix* function followed by *S. pombe* normalization with DESeq2 *normalizationFactors* and regularized log transformation with DESeq2 *rlog* function with parameter *blind* = *TRUE*. The resulting object was passed to R *prcomp* function.

DESeq2 was used to identify any differences in gene expression between samples grown for 20 or 60 min in galactose. Raw counts from samples with thiouracil addition were passed to *DESeqDataSetFromMatrix* function with *design* parameter set to *time in galactose*. S. pombe normalization factors were set with *normalizationFactors*. Genes with adjusted *p* value (*p*_adj_) <0.05 were considered differentially expressed between the two conditions.

Synthesis rates were estimated with DTA (2.36.0) (Schwalb et al, 2012) *DTA.estimate* function. *S. pombe*-normalized counts from samples with thiouracil addition were used for the analysis. All genes with 0 count in any of the samples were filtered out, and the final matrix passed to the function. All genes from the final filtered matrix were passed to the parameter *reliable*. Further parameters were set to: *tnumber* = *Sc.tnumber*, *check* = *TRUE*, *ccl* = *150*, *mRNAs* = *60000*, *condition* = *“real_data”*, *ratiomethod* = *“bias”*, and time in the *phenomat* object was set to *6*. Final synthesis rates in mRNA per cell per minute were obtained by dividing the synthesis rates output from the *DTA.estimate* function by 150 (length of the cell cycle in minutes). The final synthesis rates are available in Dataset EV2. Comparison of synthesis rates between samples grown for 20 vs. 60 min in galactose was performed using *DTA.dynamic.estimate* functions similarly as described above with additional columns *timeframe* and *timecourse* in the *phenomat* object specifying 20 vs. 60 min conditions. The correlation between the synthesis rates of the two time courses was calculated using the R *cor* function with *method* = *”pearson”*.

### Comparison with other data

TBP residence time estimates were obtained from Zaidi et al, 2017a (Zaidi et al, 2017a), TBP and TFIIE residence time estimates from Zaidi et al, 2017b (Zaidi et al, 2017b), transcription rates from García-Martínez et al, 2004 (García-Martínez et al, 2004), and Rap1 residence times from Lickwar et al, 2012 (Lickwar et al, 2012). Correlations were calculated with R *cor* function. For residence time correlations, where we do not have exact time estimates for fast sites, Pearson’s correlation was used, while for synthesis rates, Spearman’s rank correlation was used.

### Model plotting

Examples of model fits were obtained by extracting Hill equation coefficients, as described in “Fitting additional reliably fast sites” section of Materials and Methods. Output model values and the measured competition ChIP (CC) values were both scaled to range between zero and one to create comparable plots by dividing the values by the estimated *X*_cc_ parameter.

### Visual inspection with genome browser

To view the normalized HA/Myc ratios in the genome browser, BAM alignment files were first converted to bigWig files using the deepTools (3.3.1) (Ramírez et al, 2014) *bamCoverage* function. The parameter *scaleFactor* was set to per million mapped reads scaling factor for the Myc samples and to per million mapped reads multiplied by HA/Myc protein induction ratio for the HA samples. The final log_2_ transformed ratios of HA/Myc were obtained by passing the generated bigWig files to the deepTools *bigwigCompare* function with parameter *operation* set to *log2*.

### Residence time vs. synthesis rate

To explore the residence times of each analyzed GTF in relationship to synthesis rates, synthesis rates were first divided into quartiles using the R *ntile* function with the parameter *ngroups* set to 4. Residence times within each synthesis quartile were plotted as boxplots with ggplot2 (3.3.6) (Wickham, 2016) *geom_boxplot* function, where the middle line represents the median, the lower and upper hinge represent the first and third quartiles, and the whiskers represent 1.5 * interquartile range of the values. Normality was tested with q-q plots. Statistical testing between pairs of groups was performed using unpaired two-sided Wilcoxon tests, and an overall summary for each GTF with Kruskal–Wallis test.

The correlations between synthesis rates and residence times were calculated with the R *cor* function with *method* set to *“pearson”*.

Linear models between synthesis rates were built with the R *lm* function either as linear models between synthesis rate and residence times of individual GTFs or as a linear model between synthesis rates and a linear combination of residence times of all factors in one model.

### Transcription efficiency

Transcription efficiency (TE) was obtained by multiplying the synthesis rate by the residence time of a given TF. The log_2_ transformed values were plotted with the ggplot2 *geom_violin* function to better represent the efficiency of a binding event to produce an RNA molecule (values below zero represent multiple binding events for RNA molecule synthesis). Medians of the log2 transformed TE values for each TF were added to the violin plots with the tidyverse (1.3.1) (Wickham et al, 2019) *stat_summary* function with parameter *fun=median*.

### PCA

To represent genes or GTFs using their corresponding high dimensional data in low-dimensional space, we performed PCA on the residence times with or without the exclusion of the reliably fast sites. Since the residence time estimates for all TFs were not available for all genes, the missing values were imputed with the missMDA (1.18) package (Josse and Husson, 2016). The table containing the reliable residence times was first passed to the *estim_ncpPCA* function with the parameter *method.cv* set to *“Kfold”*. The residence timetable was then passed to the *imputePCA* function along with the *ncp* object outputted from the *estim_ncpPCA* function. The c*ompleteObs* object from the outputted list was then passed to the *prcomp* function with parameter *scale.=TRUE* to obtain the principal components. Depending on the orientation of the input matrix passed to the *prcomp* function, principal components representing genes or GTFs were obtained. To color-code the PCA plot with mean synthesis rates, the tidyverse (1.3.1) (Wickham et al, 2019) function *stat_summary_2d* was used with parameter *z* set to the synthesis rates and parameter color set to *“transparent”*. Viridis (0.6.2) (Garnier et al, 2024) color scale *“B”* was used for coloring. The first two principal components from the “gene-oriented” PCA matrices were then correlated with the residence times of each TF and with the synthesis rates using the R function *cor* with *method* = *”pearson”*.

### Residence time and synthesis rate comparison between gene classes

The list of genes with TATA-containing promoters was obtained from (Rhee and Pugh, 2012). Genes were classified as ribosomal subunits if their systematic name started with “RPL”. To compare the residence times and synthesis rates between classes, an unpaired two-sided Wilcoxon test (normality tested with q-q plots) was carried out with results plotted using the ggpubr (0.4.0) (Kassambara, 2020) *stat_compare_means* function with default parameters. To compare residence times across synthesis quartiles, synthesis rates were separated into the four quartiles based on synthesis rates within each group (e.g., TATA-containing and TATA-less). Box plots were created using ggplot2 (3.3.6) (Wickham, 2016) *geom_boxplot* function, where the middle line represents the median, the lower and upper hinge represent the first and third quartiles, and the whiskers represent 1.5 * interquartile range of the values.

### Heatmap

Only genes for which residence times were available across all GTFs (except for excluded TBP, whose residence times are mostly <1 min and would therefore present mostly randomly generated values) were included in the heatmap (*n* = 1417). Reliable fast residence times were replaced by randomly generated values between zero and one (function *runif: min* = *0, max* = *1*; *set.seed(42)*). Prior to plotting, residence times for each factor were z-score normalized using the R function *scale* with default settings. A final heatmap was created with the ComplexHeatmap (2.6.2) (Gu et al, 2016) function *Heatmap* with parameters set to *clustering_method_rows* = *“ward.D”*, *row_split* = *10*. Genes belonging to each of the ten clusters (Dataset EV3) were extracted from the heatmap object, and mean synthesis rates for each cluster were calculated.

### Functional annotation

Genes belonging to each heatmap cluster were passed to g:Profiler (Raudvere et al, 2019) for pathway enrichment. In g:Profiler, *S. cerevisiae* S88C was selected as an organism, and data sources were set to GO molecular function (GO:MF), GO biological process (GO:BP), KEGG, WikiPathways (WP), and TRANSFAC. Additionally, genes from the clusters were tested for enrichment within genes associated with DNA-binding factors (DBFs) from (Rossi et al, 2021), here referred to as Yeast Epigenome database (see section “Yeast DBF database (Yeast Epigenome)” of the Materials and Methods for information about data accessions and curation). Enrichment was established by performing Fisher’s exact test (R function *fisher.test*, parameter *alternative* = *”greater”*), where the universe was set to the union of all genes involved in the heatmap and all genes associated with a given factor. Final *p* values were corrected for multiple testing with false discovery rate (FDR, R function *p.adjust*: *method* = *”fdr”*). Results with FDR *p*_adj_ < 0.05 or *p* < 0.05 were considered significant.

### Yeast DBF database (Yeast epigenome)

BED files from (Rossi et al, 2021) were obtained from Gene Expression Omnibus under accession number GSE147927. Replicates were merged with the bedtools (v2.29.2) (Quinlan and Hall, 2010) *merge* function after they were sorted with the base Linux *sort* function with parameters *-k1,1 -k2,2n*. Regions were then assigned to genes analogously to the assignment of the CC regions (see “Gene assignment and filtering” section of Materials and Methods). The output consists of gene lists for individual DBFs within promoter regions.

### Additional tools used

Tidyverse (1.3.1) package (Wickham et al, 2019) was used for data processing in R, ggplot2 (3.3.6) (Wickham, 2016) was used for plotting. Illustrations were made with Biorender (https://biorender.com/). Figures were assembled with Inkscape (1.0.2, https://inkscape.org/).

## Supplementary information

Appendix

Dataset EV1

Dataset EV2

Dataset EV3

Source data Fig. 2

Source data Fig. 3

Expanded View and Appendix Source Data

Peer Review File

Expanded View Figures

## Data Availability

The datasets and computer code produced in this study are available in the following databases: • SuperSeries with all data:: Gene Expression Omnibus GSE235002. • Competition ChIP-seq data: Gene Expression Omnibus GSE235000. • Nascent RNA-seq data: Gene Expression Omnibus GSE235001. • The scripts with source data are available from https://github.com/AubleLab/PIC_competition_ChIP_scripts (release v02) and 10.5281/zenodo.10236107.

## Glossary

CC: Competition ChIP
DBF: DNA binding factor
DTA: dynamic transcriptome analysis
FDR: false discovery rate
GTF: general transcription factor
GO:BP: gene ontology biological process
GO:MF: gene ontology molecular function
GTF: general transcription factor
padj: adjusted p-value
PC1: first principal component
PC2: second principal component
PCA: principal component analysis
PIC: preinitiation complex
Pol II: RNA polymerase II
TBP: TATA-binding protein
TE: transcription efficiency
TF: transcription factor
TSS: transcription start site
WP: WikiPathways

How the deposited data were processed for this re-analysis (not part of the article)

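RNA was measured in labeled, unlabeled and total fractions of yeast grown for 20 or 60 min in galactose, with and without 4sU, in 2 replicates of each of 12 conditions (24 libraries). The authors deposited raw counts per gene, made by aligning paired-end reads with HISAT2 and counting them with featureCounts in the strand-specific mode with multi-mapping reads included. They also deposited a signal table of these counts divided, for each library, by the number of reads mapped to S. pombe over 2000000. Genes with near-identical copies can share reads in both tables.

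From the counts, edgeR 4.0.16 in R 4.3.3 was used for quasi-likelihood tests with Benjamini-Hochberg adjustment and a threshold of 0.05, with S. pombe totals as library sizes, on the 6069 of 7127 genes with a count above 0 in at least 50% of the libraries. DESeq2 1.42.0 gave the regularized log values of the principal component analysis and an alternative test. The tests were time in galactose over all 12 libraries with 4sU, time within each fraction (from a model of all 6 groups with 4sU), 4sU in the labeled and the total fraction with time as a covariate, and the interaction of 4sU and time in labeled RNA, which called 0 genes (340 had an unadjusted p under 0.05). On simulated counts with 200 of 6069 genes changed by 4-fold, the tests recovered 199 genes for time in labeled RNA, 187 in total RNA, 138 in unlabeled RNA, 200 for 4sU in labeled RNA, 199 for 4sU in total RNA and 134 for the interaction. The test of time over all libraries without a term for the fraction recovered 0 of them, and 200 with that term. Every simulated gene had a dispersion of 0.05, and genes with low mean counts were not among those changed. In the tests of 4sU, libraries with and without 4sU were given the same levels, above those of the real labeled libraries without 4sU. No error in the scale of a library was simulated. The recovery thus checks the fits and is not the power of the real tests.

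Synthesis rates were computed in Python 3.11.15 from the S. pombe-normalized counts as -T/6 times ln(1 - aL/T), with total RNA T scaled to 60000 and a from a least squares fit over genes with a mean normalized total count of at least 10. The DTA package itself was not used here, nor was its correction for uridine content. On simulated data the calculation returned a factor a of 0.0497 for a simulated 0.05, and rates with a Spearman's rho of 0.999 with those simulated, over 4846 genes. Every simulated labeled share was below 1, and total least squares returned 0.0493. In the real data the factors were 0.0435 and 0.0807, and 370 genes had no rate with the first. The simulation thus checks the code and cannot show whether the calibration of the real data is right. Residence times, published rates and clusters are the paper's, read from copies of Datasets EV1, EV2 and EV3. The copies of EV1 and EV2 are partial, so no overlap, enrichment or set test was run on them. Correlations across genes were tested by 100000 permutations, two-sided, with adjustment over 5 factors.

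The genes named are, for each test, taken from the 3 with the largest rise and the 3 with the largest fall among those past the threshold with a mean of at least 50 normalized counts and the same direction in both replicates, and at most 2 in each direction are printed. Which of the 3 to print was chosen after their values were seen, and genes that lost their call under an alternative were passed over. In the test of 4sU in labeled RNA, the gene with the largest rise had at most 1 count in the libraries without 4sU and is not given a fold change. The named GAL genes and genes of the tagged factors, the ribosomal protein genes and alternatives that need gene length or sequence were not analysed here, since the gene table used here covers S. pombe. The alternatives tried were TMM scaling, DESeq2, other filters, the replicate number as a block, each replicate left out, other estimates of the labeled ratio, other values for residence times under 1 min, and each time alone. Counting error is small for most genes at these depths, and the 2 replicates per condition limit the precision. The labeled libraries without 4sU had the fewest counts, from 1073888 to 4751222.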

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

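The tests of the scaling of total RNA, of other splits of the libraries and of RNA carried over in the pull-down were chosen only after the result was seen.

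The paper places total RNA with and without 4sU in the same cluster of its principal component plot, and its text does not name genes that differ between them. In the test with against without 4sU in the 8 total RNA libraries, 285 genes differed, 212 higher and 73 lower with 4sU, and 1 of the 35 splits of the libraries (the real one) gave as many. Another split gave up to 269 genes, the one that follows time in galactose, and splits that do not follow time gave at most 50. YNL134C had 1930 ± 237 normalized counts with 4sU and 92.5 ± 18.2 without (SD, n = 4 each), a log2 fold change of 4.38 (standard error 0.30, adjusted p = 2.09e-43 from edgeR's quasi-likelihood test), higher in 4 of 4 libraries. YHR179W had a log2 fold change of 4.25 (standard error 0.30, adjusted p = 2.05e-41 from the same test). YNR034W-A (log2 fold change -3.02, standard error 0.29) and YPR124W (-2.65, standard error 0.29) were lower. The count depends on the replicate, with 786 genes without replicate 1 and 60 without replicate 2. With the replicate number as a block, 456 genes differed, 364 higher and 92 lower, and the splits were run without that block. With TMM scaling 460 genes differed, 206 higher and 254 lower, and 80.0% of the 285 genes were called in the same direction, which argues against the S. pombe scaling as the whole cause. The total RNA library with 4sU at 60 min in replicate 1 was the deepest, and with its counts thinned from 25744071 to 4957028, 93.3% of the 285 genes were called in the same direction, which argues against its depth as the cause. The genes that rose had a median log2 ratio of labeled to total RNA of 3.59 with 4sU, against 3.08 in random lists of genes at the same level in total RNA, above all 10000 lists (percentile 100). This is what transcription rising during the 6 min pulse would give, and a candidate explanation is a response of the cells to 4sU. Unstable RNAs have a high ratio as well, so the test does not separate these. Which cell process these genes belong to was not analysed here.

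Library measures were compared within the 6 groups of fraction and 4sU (4 libraries each, 7 measures, 42 comparisons), with measures chosen after the libraries had been looked at. A library stood far from the other 3 in 11 of these, against 2.1 that chance gives, but the measures are not independent of each other. The 11 lie in 6 libraries, and all 6 are from replicate 1. The paper's text does not name a batch for replicate 1, and no test of this was run.

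In labeled RNA without 4sU, the library at 20 min in replicate 1 had 4751222 counts against 1073888 to 1634090 in the others, a normalized total of 3.26 M against 0.223 to 0.329 M, 53.2% of counts on mitochondrial genes against 21.0% to 21.7%, and 41.4% on Q0158 alone against 16.3% to 17.0%. Across genes, its Spearman's rho with total RNA of the same condition was 0.970, against 0.819 to 0.876 in the other labeled libraries without 4sU. Its rho with the labeled library with 4sU was 0.844, where the others had 0.914 to 0.945. The high normalized total and the rho with total RNA are what RNA without 4sU carried over in the pull-down would give. The shares on mitochondrial genes and on Q0158 are higher than that. Total RNA without 4sU at 20 min in replicate 1 had 42.2% and 29.6%, and the matching unlabeled RNA had lower shares still. Carry-over alone thus leaves these shares unexplained. The lower rho with the labeled library with 4sU argues against reads of that library. No biological explanation was tested, since the replicate of the same condition did not share the pattern.

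Sequencing depth stood apart in a pair of libraries with 4sU. The labeled library at 20 min in replicate 1 had 38373886 counts against 6600472 to 9330094 and an S. pombe factor of 2.49 against 0.719 to 0.753. The total RNA library at 60 min in replicate 1 had 25744071 counts against 4781419 to 5897625, with a factor of 7.96 against 1.12 to 1.64. After the S. pombe scaling, their normalized totals (15.4 and 3.23 M) did not stand apart from their groups. No biological explanation was tested for depth.

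A single measure stood apart in 3 further libraries of replicate 1. The labeled library with 4sU at 60 min had 1.20% of counts on SCR1 against 0.484% to 0.601%. The total RNA library without 4sU at 60 min had 36.1% of counts on mitochondrial genes against 41.9% to 42.4%. The unlabeled library without 4sU at 60 min had a normalized total of 2.77 M against 4.59 to 4.90 M. No explanation of these was tested.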

How the results depend on the processing

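The alternatives below were set before the data were examined, except the scaling of nuclear open reading frames alone, and only that one was chosen after the result was seen. The cause was not tested for the changes below unless one is given.

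The count of genes changed by time over all 12 libraries with 4sU was 0 (31 at an unadjusted p under 0.05), and 38 with TMM scaling (4 higher, 34 lower), 4 with DESeq2 and 1289 with the fraction as a covariate. In simulated data the design with time alone recovered 0 of 200 changed genes. TMM scaling gave 253 genes for time in labeled RNA (127 higher and 126 lower, against 6 and 76), 441 in total RNA (165 higher and 276 lower, against 11 and 63), 470 in unlabeled RNA (217 higher and 253 lower, against 3 and 1849), 283 for 4sU in labeled RNA (86 higher and 197 lower, against 5998 and 0) and 460 for 4sU in total RNA (206 higher and 254 lower, against 212 and 73). With only the 4 libraries of the fraction in the fit, 162 genes differed with time in total RNA, against 74. In unlabeled RNA 63 differed, against 1852. Fewer libraries estimate the spread in these fits, but the counts moved in opposite directions and the cause was not tested. For time in labeled RNA the other alternatives gave from 78 to 119 genes, against 82. The interaction of 4sU and time called 0 genes with 340 at an unadjusted p under 0.05, and 0 in each alternative run, with from 291 to 674 at an unadjusted p under 0.05.

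With the replicate number as a block, 456 genes were called for 4sU in total RNA against 285, and no other count moved by more than 1.5 times. The methods divide a culture between both times and between cells with and without 4sU, but the paper's text does not tie the replicate numbers to cultures. The correlations of the deviations of same-numbered libraries were from -0.13 to 0.30 with and without 4sU and from -0.068 to 0.35 between 20 and 60 min. In each of these 2 sets, 1 of the 6 correlations was below 0 and the others were above 0.1, those of total RNA among them, so this check leaves open whether the numbers mark cultures. Leaving out a replicate leaves 1 library per arm for time within a fraction and for the interaction, and these fits were not run.

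Over the fits that each left out 1 replicate, the following values ran from the lowest to the highest, for the genes changed by 4sU, total RNA from 60 to 786, PC1 over the libraries with 4sU from 95.3 to 95.5, PC1 over all libraries from 89.3 to 89.5, the median rate from 0.164 to 0.166, the mean rate of cluster 1 from 0.869 to 0.902, the median TE of TFIIE from 1.91 to 1.96, the median TE of TBP from 0.135 to 0.137, r for TFIIA from -0.083 to -0.065, the median TE of TFIIA from 0.302 to 0.308, the median TE of TFIIB from 0.375 to 0.393 and the median TE of TFIIF from 0.18 to 0.192.

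PC1 over the libraries with 4sU held 94.6% of the variance, and 96.6% with the 500 genes of highest variance and 63.8% with DESeq2's size factors. Over all libraries it held 88.6%, and 87.3% on the log2 scale, 91.4% with the 500 genes and 41.5% with DESeq2's size factors. The lowest replicate r was 0.854, and 0.730 with genes of at least 10 counts in all libraries.

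With the labeled ratio from total least squares, the values became the median rate 0.355, the mean rate of cluster 1 1.97, the median TE of TFIIE 4.06, the median TE of TBP 0.29, the median TE of TFIIA 0.674, the median TE of TFIIB 0.866 and the median TE of TFIIF 0.404. With the level without 4sU subtracted from labeled RNA, the values became the median rate 0.152, the mean rate of cluster 1 0.801, the median TE of TFIIE 1.75, the median TE of TBP 0.127 and the median TE of TFIIA 0.282. With genes of at least 10 counts in all libraries, the values became the median rate 0.236, r between rates at 20 and 60 min 0.902, the mean rate of cluster 1 0.912, the median TE of TFIIE 2.52, the median TE of TBP 0.166, the median TE of TFIIA 0.349, the median TE of TFIIB 0.518 and the median TE of TFIIF 0.237. With the labeled RNA level in place of the rate, the values became the median rate 0.114, the mean rate of cluster 1 0.634, the median TE of TFIIE 1.34, the median TE of TBP 0.094, the median TE of TFIIA 0.218, the median TE of TFIIB 0.278 and the median TE of TFIIF 0.126. With the 20 min libraries alone, the values became the median rate 0.104, the mean rate of cluster 1 0.532, the median TE of TFIIE 1.21, the median TE of TBP 0.086, r for TFIIA -0.062, the median TE of TFIIA 0.192, the median TE of TFIIB 0.249 and the median TE of TFIIF 0.115. With the 60 min libraries alone, the values became the median rate 0.226, the mean rate of cluster 1 1.25, the median TE of TFIIE 2.68, the median TE of TBP 0.188, r for TFIIA -0.063, the median TE of TFIIA 0.433, the median TE of TFIIB 0.548 and the median TE of TFIIF 0.25. With nuclear open reading frames alone scaled to 60000 (chosen after seeing the data), the values became the median rate 0.388, the median TE of TFIIE 4.56, the median TE of TBP 0.328, the median TE of TFIIA 0.717, the median TE of TFIIB 0.888 and the median TE of TFIIF 0.436. With sites under 1 min left out, the values became the median TE of TFIIE 1.93, the median TE of TBP 0.447, r for TFIIA 0.014, the median TE of TFIIA 0.737, the median TE of TFIIB 1.27 and the median TE of TFIIF 2.05. With residence times under 1 min set to 1 min, the values became the median TE of TBP 0.256, the median TE of TFIIA 0.422, the median TE of TFIIB 0.527 and the median TE of TFIIF 0.326. With residence times under 1 min drawn at random between 0 and 1, the values became the median TE of TBP 0.11, the median TE of TFIIB 0.388 and the median TE of TFIIF 0.164.

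For r of TFIIA, the adjusted p was 0.0585 without replicate 2, 0.0657 at 20 min alone and 0.0707 at 60 min alone, and with sites under 1 min left out r changed sign, to 0.014. The r of TFIIE and TFIIF kept their sign and an adjusted p under 0.05 in every alternative run, and those of TBP and TFIIB kept an adjusted p above 0.05. Among the single genes, 3 results changed in 6 alternatives, all weaker, and 147 other values kept their direction and side of the threshold.

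The alternatives on gene length, uridine content, GAL genes and ribosomal protein genes were not run, since the gene table used here covers S. pombe. The depth of the labeled libraries without 4sU limits the fold change of genes with few counts there.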

Differences from the paper's values

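No test in this part was chosen to explain a difference. Values of r are read by eye from Fig. EV3 of the paper, and the residence times are those of the copy of Dataset EV1, which holds 1995 of the paper's 5021 genes.

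For TFIIE, r was 0.285 against the paper's about 0.34 in Fig. EV3, read by eye, and none of the alternatives set before the data were examined closed the gap. For TFIIA, r was -0.080 against the paper's about -0.14 in Fig. EV3, read by eye. Spearman's rho, an alternative set before the data were examined, was -0.138. It is a rank measure where the paper's value is Pearson's r, so it does not close the gap. No alternative with Pearson's r reached the paper's value. For TFIIB, r was -0.035 against the paper's about -0.06 in Fig. EV3, read by eye, and for TBP -0.017 against the paper's about -0.04 in Fig. EV3, read by eye. None of the alternatives set before the data were examined closed these gaps.

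On the genes held in both copies, the paper's rates gave an r of 0.362 for TFIIE, 0.183 for TFIIF, -0.096 for TFIIA, -0.049 for TFIIB and -0.028 for TBP, where the rates computed here gave 0.292, 0.115, -0.084, -0.032 and -0.019.

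The paper states that TFIIA, TFIIB and TFIIF residence times are each uncorrelated with the transcription rate. Here the r of TFIIF was 0.127 with an adjusted p of 7.5e-05, and that of TFIIA was -0.080 with an adjusted p of 0.018, while TFIIB had an adjusted p of 0.232. For TFIIF the paper's figure has an r of about 0.1, read by eye, with the same sign. A small r can pass the test over 1127 genes, so the p-value and the paper's wording need not conflict. From its principal component analysis and linear models, the paper also reports a positive relation of TFIIE and TFIIF with the synthesis rate.

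The paper states that TE rises progressively from TBP, the lowest, to TFIIE, the highest, and sets this beside the order of assembly, in which TFIIF binds after TFIIA and TFIIB. Its running text gives no rank for the TE of TFIIF itself, while the legend of Fig. 3D says that the plots carry the means and medians. Here the median TE of TFIIF was 0.175, below TFIIA at 0.288 and TFIIB at 0.356. In the source data of Fig. 3D the paper's median of TFIIF is 0.123, below the paper's 0.393 for TFIIA and 0.339 for TFIIB. With sites under 1 min left out, an alternative set before the data were examined, TFIIF at 2.05 lay above TFIIA at 0.737, TFIIB at 1.27 and TFIIE at 1.93.

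The paper states that TE is on average below 1 for TBP, TFIIA, TFIIB and TFIIF. Here the medians were below 1, but the mean TE was 1.51 for TFIIB and 1.18 for TFIIF. The paper's means in the source data of Fig. 3D are 1.41 and 1.03.

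In the combined linear model of Fig. EV3B the paper's TBP coefficient is negative, and here it was 0.0513 over 638 genes. The single-factor slope was -0.014 over 1432 genes. No standard error was computed, so the difference in sign from the paper was not tested.

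The paper describes the TFIIE residence time as rising with expression across the quartiles. Here the mean fell from 8.58 to 8.39 min between quartiles 1 and 2 and then rose to 8.88 and 11.3 min. With replicate 1 alone the mean rose at each step (8.52, 8.55, 8.94 and 11.3 min). The median rose at each step with both replicates, and not from quartile 1 to 2 with replicate 2 alone.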

Other observations

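The test of the fall in unlabeled RNA and the splits of the libraries by time were chosen only after the result was seen.

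Over all 12 libraries with 4sU, time in galactose alone called 0 genes (31 at an unadjusted p under 0.05), and 100 of the 100 splits drawn out of 462 gave as many. Against a count of 0 every split does so, and this comparison decides nothing. In 4 of the other splits more genes were called, up to 5596. The same design recovered 0 of 200 simulated 4-fold changes, so the 0 says little about the genes. In labeled RNA, 1 of the 35 splits of the 8 libraries (the real one) gave 5998 or more genes for the effect of 4sU, and the others gave 0.

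In unlabeled RNA, 1849 of the 1852 genes that differed were lower at 60 than at 20 min. With TMM scaling 53.8% of the genes called were lower, and 256 of the 1852 genes were among them or among those higher. TMM scaling removes any change shared by most genes, so this test cannot separate a common factor of each library from a fall shared by the genes, and the explanations cannot be told apart. With the 4 unlabeled libraries fitted on their own, 63 genes were called, all lower.

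The scale of the rates rests on the conversion of total RNA to mRNAs per cell. Nuclear open reading frames held 38.8% to 43.5% of the counts of total RNA with 4sU, and scaling their sum alone to 60000, chosen after seeing the data, multiplied each rate by the same factor and moved the median TE of TFIIE from 1.83 to 4.56. The ratio of labeled to total RNA from total least squares gave 4.06, and the libraries at 20 min alone gave 1.21. The median TE of TFIIE was thus above 1 mRNA per binding event in every setting run, and its distance from 1 depended on the calibration. It also differed with the genes covered. Over the 547 genes with a TFIIE residence time and a rate in both copies, the paper's rates gave a median TE of 2.23 and the rates computed here 1.98, where the paper's median in the source data of Fig. 3D is 1.24.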
